# Peripheral Administration of the Kv1.3-Blocking Peptide HsTX1[R14A] Improves Cognitive Performance in Senescence Accelerated SAMP8 Mice

**DOI:** 10.1007/s13311-023-01387-z

**Published:** 2023-05-24

**Authors:** Yijun Pan, Yoshiteru Kagawa, Jiaqi Sun, Deanna S. Deveson Lucas, Ryusuke Takechi, John C. L. Mamo, Dorothy C. C. Wai, Raymond S. Norton, Liang Jin, Joseph A. Nicolazzo

**Keywords:** HsTX1[R14A], Kv1.3 channels, Neuroinflammation, SAMP8, Behavioral assessment, Transcriptomics

## Abstract

Increased expression of the voltage-gated potassium channel Kv1.3 in activated microglia, and the subsequent release of pro-inflammatory mediators, are closely associated with the progression of Alzheimer’s disease (AD). Studies have shown that reducing neuroinflammation through the non-selective blockade of microglial Kv1.3 has the potential to improve cognitive function in mouse models of familial AD. We have previously demonstrated that a potent and highly-selective peptide blocker of Kv1.3, HsTX1[R14A], not only entered the brain parenchyma after peripheral administration in a lipopolysaccharide (LPS)-induced mouse model of inflammation, but also significantly reduced pro-inflammatory mediator release from activated microglia. In this study, we show that microglial expression of Kv1.3 is increased in senescence accelerated mice (SAMP8), an animal model of sporadic AD, and that subcutaneous dosing of HsTX1[R14A] (1 mg/kg) every other day for 8 weeks provided a robust improvement in cognitive deficits in SAMP8 mice. The effect of HsTX1[R14A] on the whole brain was assessed using transcriptomics, which revealed that the expression of genes associated with inflammation, neuron differentiation, synapse function, learning and memory were altered by HsTX1[R14A] treatment. Further study is required to investigate whether these changes are downstream effects of microglial Kv1.3 blockade or a result of alternative mechanisms, including any potential effect of Kv1.3 blockade on other brain cell types. Nonetheless, these results collectively demonstrate the cognitive benefits of Kv1.3 blockade with HsTX1[R14A] in a mouse model of sporadic AD, demonstrating its potential as a therapeutic candidate for this neurodegenerative disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13311-023-01387-z.

## Introduction

There is growing evidence for a prominent role of neuroinflammation in the pathogenesis of Alzheimer’s disease (AD), along with β-amyloid (Aβ) and tau pathology [1–3]. Chronic neuroinflammation is attributed to activation of microglia, the resident immune cells of the central nervous system (CNS) [4, 5]. In AD, microglia present a phenotype characterized by increased pro-inflammatory cytokine production, impaired phagocytosis, and deficient Aβ debris clearance [6]. While non-specific suppression of microglia shows promise in improving cognitive function in mouse models of AD, these approaches may cause undesirable effects such as reducing phagocytic activity of microglia, potentially exacerbating Aβ accumulation. Therefore, it is highly desirable to identify therapeutic targets that can selectively suppress the activated state of pro-inflammatory microglia.

One such target is the voltage-gated potassium channel Kv1.3, a member of the family of transmembrane proteins regulating cell membrane potential [7, 8]. Kv1.3 channels help to maintain a negative membrane potential, which provides the driving force for Ca^2+^ entry through store-operated inward-rectifier calcium channels necessary for subsequent cytokine production by microglia [9]. Kv1.3 channels are selectively upregulated in pro-inflammatory microglia, leading to excessive release of cytokines that contribute to inflammatory cascades [10]. Recent studies have revealed enhanced levels of microglial Kv1.3 in 5 × FAD mice (a model of familial AD that rapidly develops severe Aβ pathology) and in brains from individuals with AD [11, 12]. A Kv1.3 blocker PAP-1 (IC_50_ = 2 nM) [13] reduced microglia-mediated neuroinflammation in 5 × FAD and APP/PS1 mice (another model of familial AD), and inhibited microglia-mediated neurotoxicity in 5 × FAD mice [7, 14, 15] and in APP/PS1 mice [12]. Interestingly, blocking Kv1.3 also enhanced the ability of microglia to phagocytose Aβ in APP/PS1 mice [12], and enhanced the clearance of Aβ from the brain in 5 × FAD mice [14, 15]. Thus, Kv1.3 is a promising target for selective suppression of the pro-inflammatory activities of microglia in AD. Although Kv1.3 channel blockers have been studied primarily for their potential to modulate microglia-mediated neuroinflammation, it is important to note that Kv1.3 channels are also expressed in other cell types within the brain, including neurons and neural progenitor cells [16]. It has been demonstrated that genetic silencing of neuronal Kv1.3 reduces neuronal death [17], and pharmacological blockade of Kv1.3 channels on neural progenitor cells promotes their proliferation [18]. Therefore, blockade of Kv1.3 on these cells may promote neurogenesis, thereby providing benefit to brain health [19], in addition to the benefits of blockade of microglial Kv1.3.

Given the non-selective nature of Kv1.3 blockers such as PAP-1, development of Kv1.3 blockers with higher selectivity is essential for realising the therapeutic potential of Kv1.3 blockade in AD. Furthermore, it should be noted that the transgenic mouse models previously used to demonstrate the disease-modifying effects of Kv1.3 blockade (i.e. APP/PS1 and 5 × FAD mice) do not reflect the majority of clinical AD cases, i.e. sporadic AD, that occur in elderly humans (without excessively elevated, lifelong cerebral amyloid precursor protein (APP) expression or Aβ production) [20]. Therefore, to enhance the translational potential of Kv1.3 blockers in AD, their effectiveness in a mouse model of sporadic AD needs to be assessed.

We have developed and characterized a Kv1.3 peptide-based blocker, HsTX1[R14A], that is stable and has a high affinity for Kv1.3 (IC_50_ = 45 pM) and a 2000-fold selectivity for Kv1.3 over other Kv channels [21, 22]. Our work has demonstrated that HsTX1[R14A] effectively inhibits microglia-mediated neurotoxicity by attenuating the release of pro-inflammatory mediators such as tumor necrosis factor-alpha (TNF-α) and nitric oxide from lipopolysaccharide (LPS)-activated microglia in vitro [23]. Following peripheral administration in a mouse model of neuroinflammation induced by LPS, HsTX1[R14A] readily crosses the blood–brain barrier (BBB) [24] to achieve microglial Kv1.3 blockade, with a substantial reduction in plasma and brain levels of cytokines, including TNF-α, interleukin 1β (IL-1β) and interleukin-6 (IL-6) [23, 25]. It should be noted that the reduction of cytokines observed in the brain could be a combined effect of HsTX1[R14A] acting on both microglia in the brain and peripheral immune cells. Nevertheless, our studies suggest that HsTX1[R14A] may have beneficial effects in diseases with a significant Kv1.3-mediated neuroinflammatory component, such as AD.

We therefore evaluated the beneficial effects of peripherally-administered HsTX1[R14A] in senescence accelerated murine prone 8 (SAMP8) mice, which exhibit memory deficits and cognitive decline in the absence of APP overexpression [26], thus closely mimicking what is observed in sporadic AD. We first compared Kv1.3 mRNA expression in microglia isolated from SAMP8 mice and senescence-accelerated mouse resistant strain 1 (SAMR1) mice, which serve as a control to SAMP8 mice, at four months of age, an age when AD pathological changes begin to emerge [27]. We then assessed the impact of peripherally-administered HsTX1[R14A] (8-week dosing) on cognition and the brain transcriptome in SAMP8 mice. This study provides proof-of-concept data to support HsTX1[R14A] as a new Kv1.3 blocker to improve cognition and brain health in a mouse model of sporadic AD.

## Methods

### Materials

HsTX1[R14A] was purchased from Peptides International (Louisville, KY). RNeasy Lipid Tissue Mini Kit and RNeasy Micro Kit were purchased from Qiagen (Hilden, Germany). MACS^®^ CD11b MicroBead and Adult Brain Dissociation Kit were purchased from MiltenyiBiotec (North Rhine-Westphalia, Germany). Phosphate-buffered saline (PBS) and Taqman™ primers were sourced from ThermoFisher Scientific (Waltham, MA). iScript™ Reverse Transcription Supermix was purchased from Bio-Rad (Hercules, CA).

### Animals

Animal experiments were approved by the Monash Institute of Pharmaceutical Sciences (MIPS) Animal Ethics Committee (MIPS.26951) and performed in accordance with the National Health and Medical Research Council guidelines for the care and use of animals for scientific purposes. Equal numbers of male and female mice were used in this study. SAMP8 is a naturally occurring mouse line that displays a phenotype mimicking AD in humans, and SAMR1 mice are routinely used as controls to SAMP8 mice [26, 27]. Male and female SAMP8 and SAMR1 mice were bred at the Animal Resources Centre (Canning Vale, Western Australia, Australia), transferred to MIPS (Parkville, Victoria, Australia) at 5–6 weeks old, and thereafter housed in a 12:12 reversed cycle holding room (lights on at 7 PM) with ad libitum access to standard rodent chow and water until the terminal experiments.

### Isolation of Microglia from SAMR1 and SAMP8 Mice to Quantify Target Genes

It has been reported that AD pathological changes begin to emerge in 4-month-old SAMP8 mice [27]; however, whether Kv1.3 and pro-inflammatory markers are upregulated at the mRNA level in SAMP8 microglia compared to SAMR1 microglia at this age is yet to be confirmed. Confirming the upregulation of Kv1.3 in SAMP8 mice would rationalize the use of HsTX1[R14A] (a Kv1.3 blocker) to modify the disease pathology in this AD mouse model at 4 months of age.

Mice were euthanized via cervical dislocation under isoflurane anesthesia. The brains were removed immediately for microglia isolation using MACS^®^ MicroBead Technology (CD11b), in combination with the Adult Brain Dissociation Kit as described previously [23]. Total RNA was isolated from microglia isolated from 4-month-old SAMR1 (n = 3) and SAMP8 (n = 4) mice using the RNeasy Micro Kit as per the manufacturer's protocol. The mRNA targets were Kcna3 (Kv1.3), pro-inflammatory cytokines IL-1β and IL-6, a pro-inflammatory microglia marker (prostaglandin-endoperoxide synthase 2, Ptgs2), and an anti-inflammatory microglia marker (Arginase 1, Arg1). For PCR, iScript™ Reverse Transcription Supermix for RT-qPCR was used; thermocycling and the measurement of mRNA expression by quantitative analysis were carried out in a CFX96 system (Bio-Rad, Hercules, CA). The threshold cycles (Ct) were calculated automatically using the CFX manager software. To determine relative mRNA expression between microglia isolated from SAMR1 and SAMP8 mice, the fold-change method (2^–ΔΔCt^) was employed [28], with *Gapdh* used as a housekeeping gene.

### HsTX1[R14A] Dosing

Dosing was initiated at 4 months of age (the age when microglial Kv1.3 is upregulated in SAMP8 mice as assessed by PCR). Only SAMP8 mice were used for dosing, as the purpose of this study was to demonstrate if HsTX1[R14A] could improve cognitive function in SAMP8 mice by modulating microglia-mediated neuroinflammation at an early disease stage. All mice were housed as a group of 3–4 with cage enrichment; in each cage, mice were randomized to subcutaneous dosing every other day with either HsTX1[R14A] (1 mg/kg in PBS) or PBS at ~8 PM (1 h after the light phase started). Injection volumes of each administered dose were adjusted according to the body weight of each mouse (which was assessed weekly) to ensure dose consistency across the cohort.

### Behavioral Assessment

All mice were assessed by the T maze spontaneous alternation, Y maze, novel object recognition (NOR) and water maze tests to assess working memory, short-term spatial learning and memory, episodic memory, and long-term memory, respectively. These tests were also utilized to assess the locomotion and anxiety levels of the mice. The sequence of the behavioral assessments is summarized in Fig. 1. The behavioral tests were performed over the last 4 weeks of dosing (i.e. one test per week). There was at least a 12-h gap between dosing and behavioral assessment. All videos were analyzed using Viewer tracking software (Biobserve GmbH, Sankt Augustin, Germany) and object exploration time in the NOR test was verified by manual counting performed by Y.P. and J.S. independently. The mice were acclimatized for 60 min in the experimental room prior to all behavioral assessments.

**Fig. 1:**
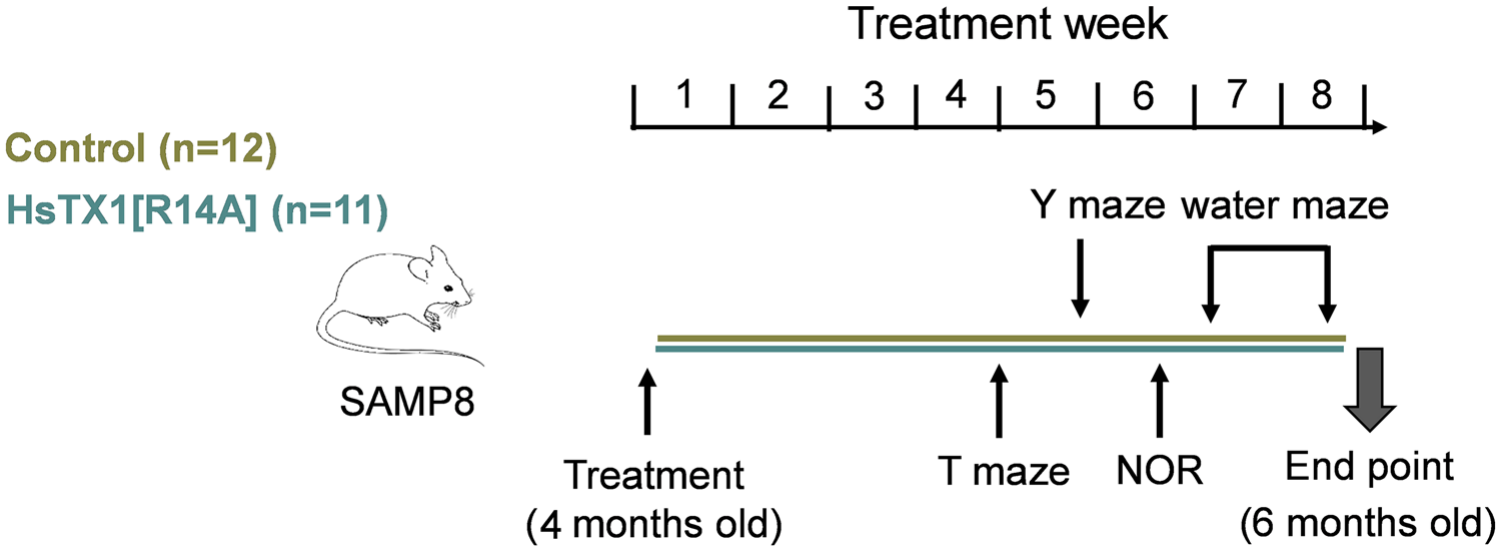
Flow chart depicting the subcutaneous dosing regimen of HsTX1[R14A] (1 mg/kg) or vehicle in SAMP8 mice and the subsequent behavioral assessment and end point studies. The behavioral assessments were spread across the last 4 weeks of treatment to ensure animal welfare and to prevent stress-induced behavioral changes from intensive testing in a short period. End point experiments were performed immediately after the 2-month treatment

*T maze spontaneous alternation* was performed as described previously to assess working memory [29]. The T-maze apparatus has three equal arms in the shape of a capital T (30 cm L × 10 cm W × 20 cm H). The mice were introduced to the T maze at the base of a pseudorandomized arm and allowed to move freely through the maze for 3 min. The movement of the animal in the maze was recorded by a roof camera, and the sequence of arm entries was recorded (arm entry was counted if both the head and the base of the tail entered the arm). A correct alternation was defined as a non-repeated entry into the arms for three consecutive entries. The percentage of spontaneous alternations was calculated as described previously [29]. The maze was cleaned between sessions using ethanol to remove any olfactory cues that could potentially affect the behavior of the next mouse being assessed.

*The Y maze* was performed to assess short-term spatial learning and memory. The maze consists of three arms (50 cm L × 16 cm W × 31 cm H) in the shape of a capital Y with spatial cues on the internal wall of each arm. For training, mice were introduced into the Y maze with one of the arms blocked, and allowed to explore the maze for 3 min. After a 3–3.5 h retention interval, the mice were re-introduced into the maze but with access to all three arms, and allowed to explore the maze for 3 min. The previously-blocked arm is referred to as the ‘novel arm’, the arm from which mice were introduced into the maze is referred to as the ‘start arm’, and the other arm is the ‘familiar arm’. The allocation of these arms to the mice was pseudorandomized. The time mice spent in each arm was analyzed by Viewer tracking software. Mice with intact spatial learning and memory are expected to spend a significantly longer time in the novel arm than the familiar arm. The distance traveled by the mice during the training session was used to measure locomotor activity.

*The NOR *task was performed to assess episodic memory. On day 1, mice were allowed to acclimatize to an open arena (40 cm L × 40 cm W × 30 cm H) for 5 min, and the distance traveled by mice was analyzed using Viewer tracking software to assess locomotor activity and to monitor if mice were acclimatized to the open arena. On day 2, mice were re-introduced to the arena for 5 min for acclimatization. Immediately after acclimatization, two identical objects were placed into the arena, and mice were allowed to explore the arena for 10 min (i.e. training session). Mice were then returned to their home cage for resting. Mice that exhibited right/left object bias (i.e. spending > 60% of time exploring either one object) in the training session were removed from the study. After 3–3.5 h from the training session, the mice were re-introduced to the arena with one of the familiar objects (pseudorandomized) replaced with a novel object. The time that mice spent exploring each object (classified by nose sniffing the object) on day 2 was determined by Viewer tracking software for the calculation of discrimination index [30]. The object exploring time was also verified via manual counting (performed independently by Y.P and J.S.). Mice that could recognize the novel object were expected to give a positive discrimination index [30].

*The water maze* was employed to assess spatial learning and long-term spatial memory of mice. As described previously [30], mice were introduced into a circular pool (120 cm in diameter and 20 cm in depth) filled with water colored by nontoxic black paint. The pool was equipped with four internal cues (corresponding to the compass locations of north, south, east and west), dividing the pool into four quadrants (target, right, opposite, left in clockwise orientation) and external cues were placed around the room. Water temperature was maintained at 24 ± 2 °C using an in-built heating system. Mice were placed into the pool at the same position for each trial. On day 1, the latency to swim to a circular escape platform (12 cm in diameter, placed in the target quadrant) submerged 1 cm below the water surface was assessed across four trials (D1T1, D1T2, D1T3, D1T4 where D refers to day and T refers to training session) administered at 30 ± 10 min intervals. A visual cue (10 cm in height) was attached to the platform to allow the mice to easily navigate to the platform. Each trial was ≤ 90 s in duration, and mice that did not reach the platform within this 90 s period were guided onto the platform and allowed to sit on it for 15 s before being returned to the home cage. With repetitive training, the latency of the mice to travel to the escape platform is expected to decrease. On day 2, mice were again placed into the pool, but without visual cues attached to the escape platform. Three spatial trials (D2V1, D2V2, D2V3 where D refers to day and V refers to visual trial session) were held at 30 ± 10 min intervals, where the latency to the platform was recorded. All mouse behaviors were recorded via a roof camera positioned above the pool and the data were extracted using Biobserve Viewer with water maze plugin.

### Organ Harvesting

At the end of the behavioral assessment, mice were perfused with ice-cold PBS transcardiacally under anaesthesia. The brain, liver, and kidney were carefully removed and weighed to assess the impact of HsTX1[R14A] on these organs. The brain weight was assessed as this value could be an indicator of cognitive capacity of the mice [31]. Weights of livers and kidneys were also measured to ensure that there was no peptide-induced enlargement or shrinkage of these important peripheral organs from the chronic administration of HsTX1[R14A] [32]. All collected organs were snap frozen and stored at – 80 ^ο^C until analysis.

### Transcriptomic Analysis of the Impact of HsTX1[R14A] on SAMP8 Mouse Brains

We performed transcriptomics on the whole brain RNA to explore biological process, molecular function, cellular component and gene sets that may be affected by HsTX1[R14A] (not just focusing on its impact on microglia-mediated inflammation) and to evaluate the impact of HsTX1[R14A] on brain health. Total RNA from the brains of SAMP8 mice treated with HsTX1[R14A] or PBS for 8 weeks was extracted using RNeasy Lipid Tissue Mini Kit (Qiagen). All samples (2 µL) were measured using the Invitrogen Qubit™ and assayed with the RNA HS assay (ThermoFisher, Waltham, MA). Sample were sized and measured for RNA integrity using the Agilent Bioanalyzer 2100 and RNA Nano Assay Kit (Santa Clara, CA), according to the manufacturer's instructions. The samples were processed using an MGI RNA Directional Library Preparation Set V2 (MGI Tech, Shenzhen, China), according to the manufacturer's instructions, with the following modifications/options: (1) RNA was fragmented at 87 °C for 6 min to target insert size of 200-400 bp; (2) adapters were diluted 1 in 5; and (3) the libraries were amplified with 13 cycles of PCR. The libraries were pooled in equimolar concentrations and sequenced using an MGI DNBSEQ-2000RS with reagent chemistry V3.1 (MGI Tech). Fastq files were processed using the Laxy tool [33] and the NfCore/RNAseq (v3.2) pipeline [34]. Reads were aligned to the *Mus musculus* GRCm38 reference using STAR aligner [35] and quantified using Salmon [36] producing the raw genes count matrix. Various quality control metrics were generated and summarized in a multiQC report [37]. The raw counts were analysed with Degust [38], a web tool that performs normalization using the trimmed mean of M values (TMM) [39], producing counts per million (CPM) library size normalisation [39] and differential expression analysis using limma/voom [40]. Male and female mouse brain samples were combined for each treatment. All samples were then ‘batch corrected’ for sex to remove the effect of sex chromosome expression on the dataset. Statistically significant, differentially-expressed genes were defined as those with a False Discovery Rate (FDR) ≤ 0.05, and a log_2_Fold change (log_2_FC) ≥ $$\pm$$ 1. Functional enrichment analysis was performed using STRING Version 11.5 V (https://string-db.org/), and R studio (Boston, MA) was used for graphing using ggplot [41]. Gene Set Enrichment Analysis (GSEA) was performed with the software provided by the Massachusetts Institute of Technology [42, 43] on pre-ranked data (using the limma t.stat function) with all the observed genes in the RNA-Seq dataset. Normalized enrichment score (NES) and FDR were used to quantify enrichment magnitude and statistical significance, respectively, comparing PBS- and HsTX1[R14A]-treated mouse brains, using the GSEA hallmark and m2 curated gene sets. The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus with accession number GSE221352 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221352).

### Statistical Analysis

Results are expressed as mean ± SEM unless stated otherwise. Student’s t-tests and analysis of variance (ANOVA) tests were performed where appropriate for mRNA expression and behavioral assessments. Data analysis and graphing were performed using GraphPad version 9.3.1 (Prism, San Diego, CA).

## Results

### Levels of Genes Associated with Microglial Pro-Inflammatory Activation are Elevated in 4-Month-Old SAMP8 Mice Compared to SAMR1 Mice

Relative to microglia from SAMR1 mice, the mRNA expression of Ptgs2 (a marker for pro-inflammatory microglia phenotype, Fig. 2A) and IL-1β and IL-6 (pro-inflammatory cytokines, Fig. 2B, C) were elevated in microglia from SAMP8 mice by 1.8-fold (p = 0.027), 2.3-fold (p = 0.031) and 1.8-fold (p = 0.012), respectively. The mRNA expression of Arg1 (a marker for anti-inflammatory microglia phenotype) was under the detection limit in both SAMR1 and SAMP8 microglia. In line with activation of microglia in SAMP8 mice, the mRNA expression of Kcna3 (Kv1.3) was 5.3-fold higher (p = 0.0004) in microglia from SAMP8 mice relative to microglia from SAMR1 mice (Fig. 2D). The pro-inflammatory activation of microglia and upregulation of Kv1.3 mRNA in the SAMP8 microglia provided a rationale to then assess the impact of microglial Kv1.3 blockade by chronic dosing of HsTX1[R14A] in 4-month-old SAMP8 mice.

**Fig. 2:**
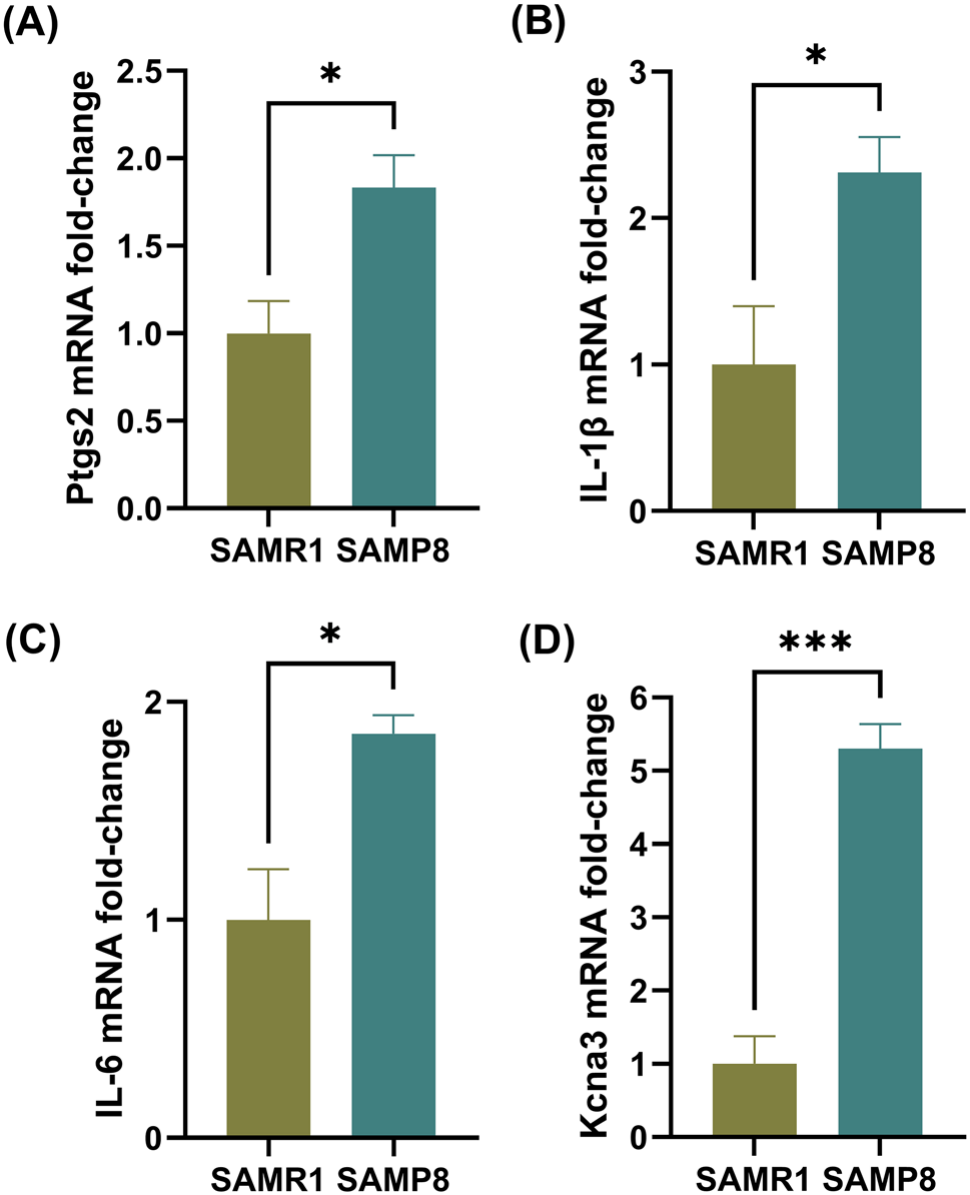
Relative mRNA expression of **A** Ptgs2, **B** IL-1β, **C** IL-6 and **D** Kcna3 in microglia isolated from 4-month-old SAMP8 mouse brains relative to those isolated from age-matched SAMR1 mouse brains. Data are presented as mean ± SEM (n = 3–4 mice per genotype); *p < 0.05 and ***p < 0.001 using a Student’s t-test

### Chronic Dosing of HsTX1[R14A] Increased Brain Weight but did not Affect Body Weight of SAMP8 Mice

The body weight of mice was monitored weekly across the treatment, which was used to determine the injection volume of HsTX1[R14A] to ensure consistent inter-animal dosing. In addition, body weight is an important parameter to measure for behavioral assessment, as it may affect locomotor activity of mice and consequently, their performance in cognition assessment. A three-way ANOVA revealed a significant effect of gender (F_1,19_ = 7.89, p = 0.01) but no effect of HsTX1[R14A] treatment or duration of HsTX1[R14A] treatment on body weight (Fig. 3A), with the males having higher body weight than the females regardless of treatment. The brain weight was measured at the conclusion of treatment, to assess the macroscopic impact of HsTX1[R14A] on the brain. A two-way ANOVA indicated a significant effect of treatment (F_1,19_ = 21.71, p = 0.0002) and gender (F_1,19_ = 27.35, p < 0.0001) on brain weight (Fig. 3B). The brain weight of SAMP8 mice that were administered HsTX1[R14A] was greater than those that were administered PBS, and females had a greater brain weight than males. The weights of liver and kidneys were also assessed to check if HsTX1[R14A] enlarged/shrank these important peripheral organs. A two-way ANOVA only revealed a significant effect of gender, but not treatment, on the liver weight (F_1,19_ = 10.41, p = 0.004; Fig. 3C) and kidney weight (F_1,19_ = 44.83, p < 0.0001; Fig. 3D), with males having higher liver and kidney weights than females.

**Fig. 3:**
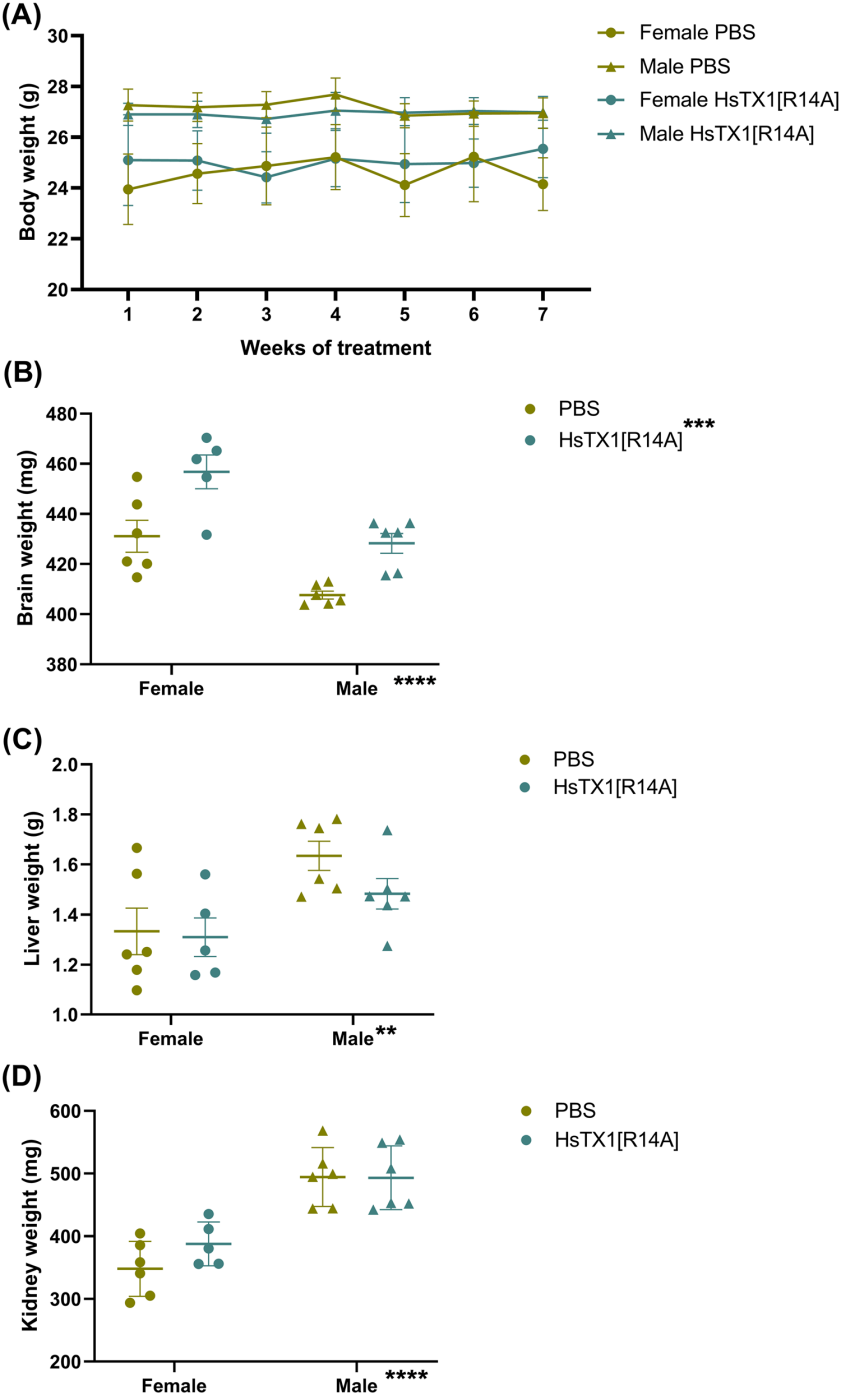
The weight of **A** body, **B** brain, **C** liver and **D** kidney of 6-month-old SAMP8 mice that had been administered subcutaneous HsTX1[R14A] (1 mg/kg) or PBS every other day for 2 months. Data are presented as mean ± SEM (n = 5–6 mice per group), with **p < 0.01, ***p < 0.001, ****p < 0.0001 using a two-way ANOVA

### HsTX1[R14A]-Treated SAMP8 Mice Performed Better than PBS-treated SAMP8 in T Maze Spontaneous Alternation 

A two-way ANOVA revealed a significant main effect of HsTX1[R14A] treatment on spontaneous alternation (F_1,19_ = 17.25, p = 0.0005), but no effect of gender nor any interaction between treatment and gender (Fig. 4A). The % correct spontaneous alternation in T maze for SAMP8 mice receiving HsTX1[R14A] was significantly higher than that of the SAMP8 mice receiving PBS (81.58 ± 1.92% vs 59.58 ± 4.60%). The total number of arm entries was used to evaluate the locomotor activity of the mice. Although no significant effect of treatment was noted, a significant effect of gender was observed (F_1,19_ = 10.5, p = 0.0043), with males showing a modest reduction in the total number of arm entries compared to females (Fig. 4B).

**Fig. 4:**
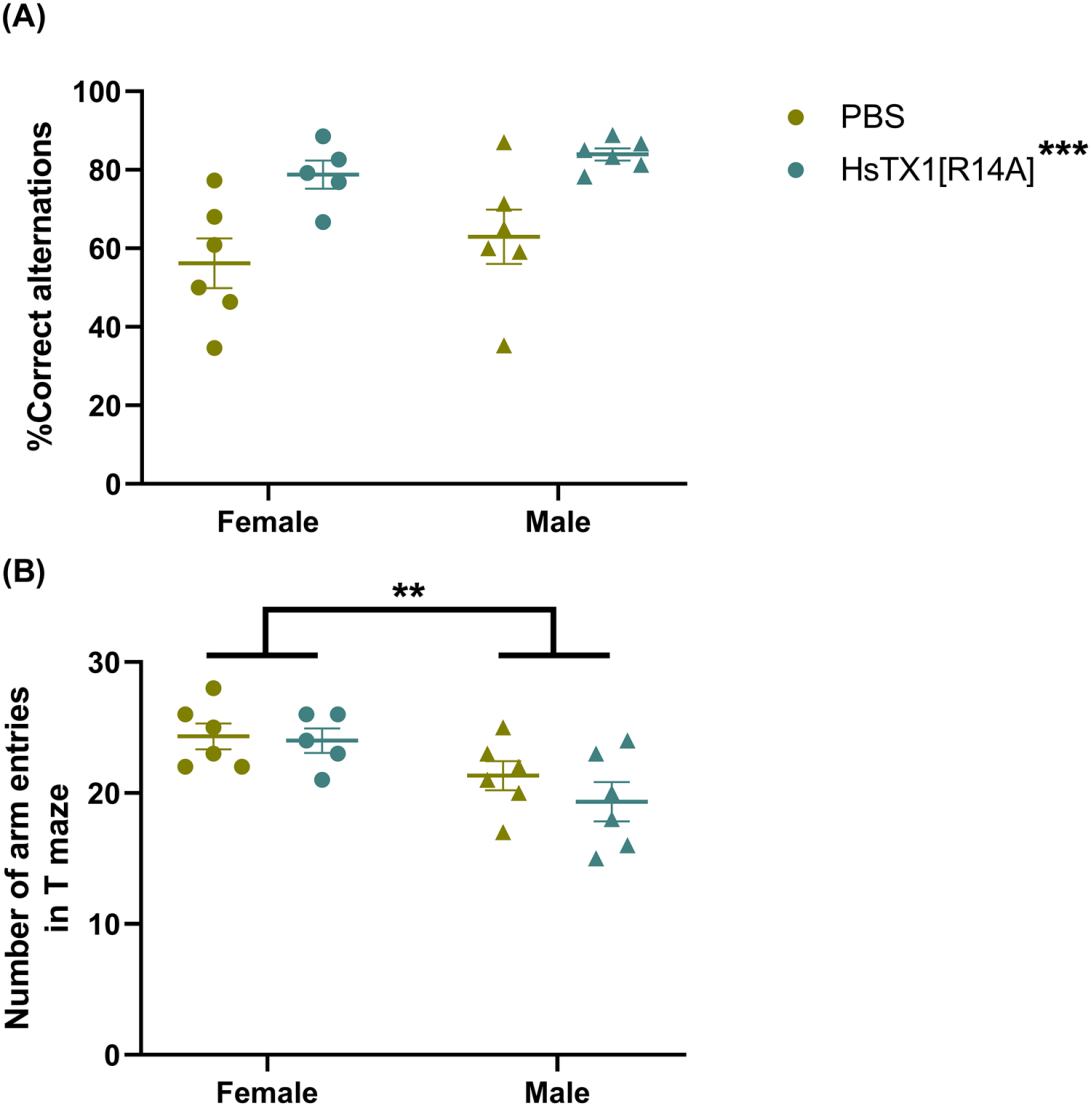
**A** The % of correct spontaneous alternations and **B** the number of arm entries in the T maze of SAMP8 mice that were administered every-other-day subcutaneous dosing of HsTX1[R14A] (1 mg/kg) or PBS. Data are presented as mean ± SEM (n = 5–6 mice per group), with **p < 0.01, and ***p < 0.001 (two-way ANOVA)

### HsTX1[R14A]-Treated Female (but not Male) SAMP8 Mice Performed Better than PBS-Treated SAMP8 Mice in the Y Maze

A three-way ANOVA revealed a significant effect of arm (F_1,19_ = 5.85, p = 0.03; Fig. 5A), and a trend for arm x gender interaction effect (F_1,19_ = 3.29, p = 0.08) in the Y maze. Post-hoc paired-wise comparison demonstrated that only female SAMP8 mice administered HsTX1[R14A] spent longer time in the novel arm than in the familiar arm (p = 0.02), suggesting an improvement in short-term spatial learning and memory. The total distance travelled by the mice in the Y maze was assessed, and no significant effect of treatment was observed (Fig. 5B). These data suggested that the altered arm exploration behavior was not due to altered locomotor activity of mice.

**Fig. 5:**
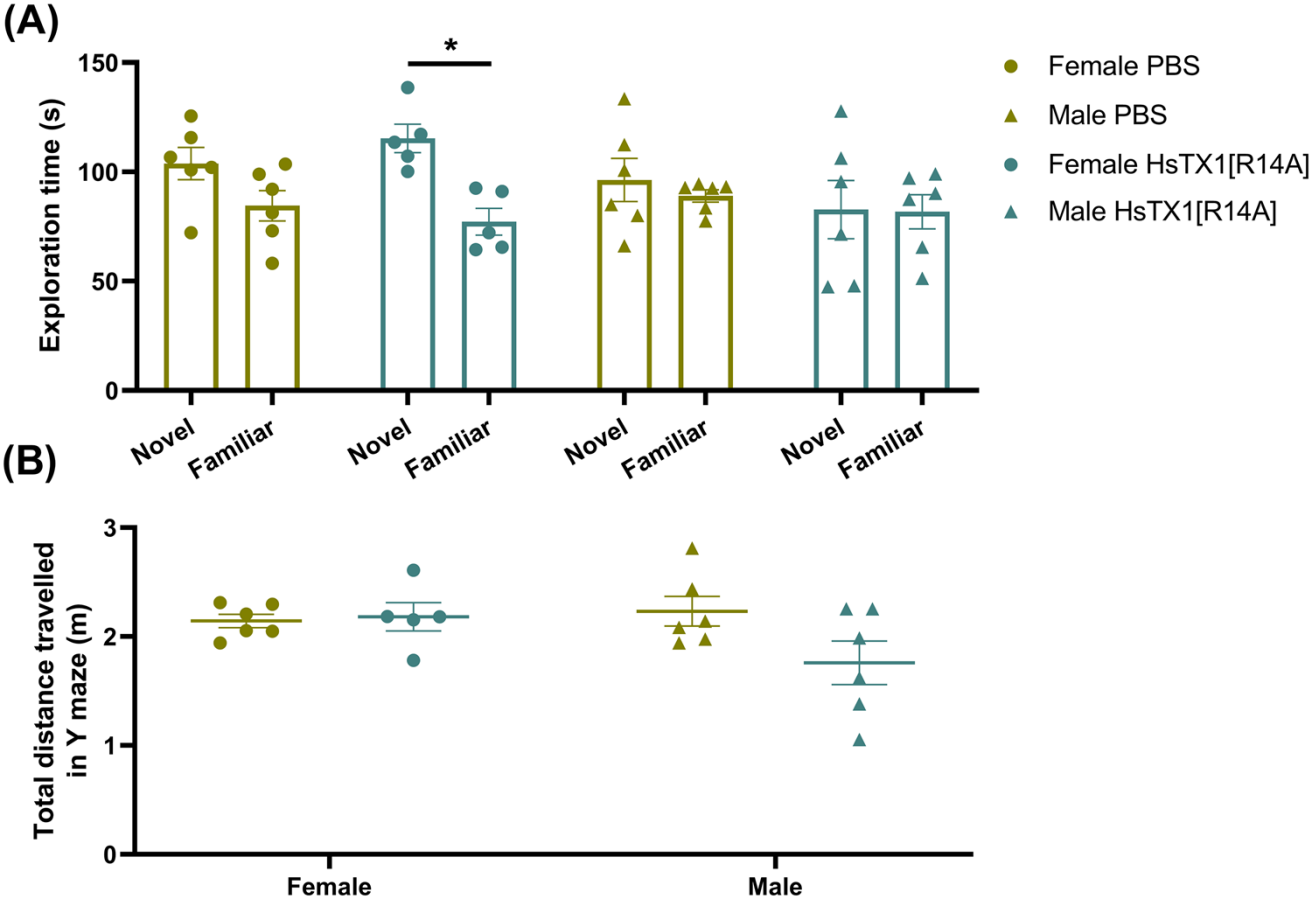
The performance of SAMP8 mice that were dosed subcutaneously with HsTX1[R14A] (1 mg/kg) or PBS every-other-day in the Y maze, showing **A** the time mice spent in the novel arm and familiar arm, and **B** the total distance travelled by the mice during the testing session. Data are presented as mean ± SEM (n = 5–6 mice per group), with *p < 0.05 (two-way ANOVA repeated measure, followed by post hoc pairwise comparison)

### HsTX1[R14A]-Treated SAMP8 Mice Performed Better than PBS-Treated SAMP8 Mice in the Novel Object Recognition Task

The distance travelled by mice per min was recorded for the habituation sessions on day 1 and day 2 of the experiment (Fig. 6A). A three-way ANOVA revealed a significant effect of time (F_7.368,140_ = 15.49, p < 0.0001), suggesting that all mice, regardless of treatment or gender, were well acclimatized to the open arena. The time that mice spent in the centre of the arena during the day 1 acclimatization was used to evaluate anxiety levels in mice (Fig. 6B). Male SAMP8 mice spent a significantly lower proportion of exploration time in the centre of the arena compared to female SAMP8 mice, regardless of treatment (F_1,18_ = 16.54, p = 0.0007), indicating a higher anxiety level in male than in female mice. Of the 23 mice that received NOR training, two were removed due to object bias. For the testing session, a two-way ANOVA revealed a significant effect of treatment (F_1,17_ = 4.69, p = 0.04) but no effect of gender nor interaction between the two factors (Fig. 6C). It appeared that mice that received HsTX1[R14A] could differentiate the novel object from the familiar object while mice that received PBS failed to differentiate, as indicated by the discrimination index.

**Fig. 6:**
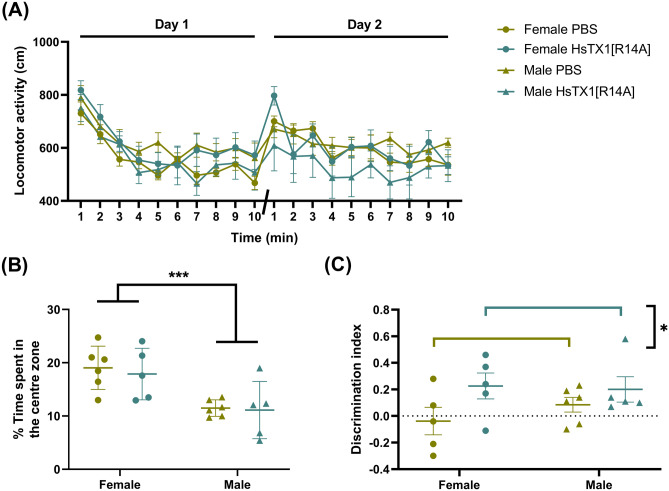
The NOR performance of SAMP8 mice that were administered subcutaneous HsTX1[R14A] (1 mg/kg) or PBS every-other-day, showing **A** the distance travelled by mice in the open arena over 10 min in the two habituation sessions on day 1 and day 2, **B** the % of time that mice spent in the centre zone during the day 1 habituation, and **C** the discrimination index of mice for object exploration in the NOR testing session. Data are presented as mean ± SEM (n = 5–6 mice per group), with *p < 0.05, and ***p < 0.001 (Two-way ANOVA)

### HsTX1[R14A] Improved the Performance of Female SAMP8 Mice in the Water Maze

A water maze was performed for both male and female SAMP8 mice that had been treated with HsTX1[R14A] or PBS. A learning curve was obtained for the female mice (Fig. 7A) but not for the male mice (Fig. 7B). This poor performance of male SAMP8 mice in the water maze could possibly be due to elevated stress/anxiety [44], which are more apparent in male SAMP8 mice as per a previous report [45] and as demonstrated by our study (Fig. 6B). We therefore only performed statistical analysis for female SAMP8 mice, from which the mixed-effect analysis revealed a significant effect of training (F_3.249,22.74_ = 4.59, p = 0.01) and treatment (F_1,8_ = 5.78, p = 0.04). The learning curves showed that that female SAMP8 mice treated with HsTX1[R14A] required less training than those dosed with PBS in order to exhibit a comparable latency to locate the escape platform. No significant difference between D2V1 and D1T4 were noted in female SAMP8 mice regardless of treatment, which indicated intact long-term spatial memory in these mice. However, a high variability was noted in female SAMP8 mice that were administered PBS, which could reduce the sensitivity of the test. For the probe trial (Fig. 7C), a two-way ANOVA revealed a trend for a main effect of quadrant (F_2.268,18.14_ = 2.704, p = 0.08). Post-hoc analysis demonstrated that the time the HsTX1[R14A]-treated female SAMP8 mice spent in the target quadrant was significantly longer than that in the right and opposite quadrant (p = 0.04 and p = 0.02, respectively) and had a trend to be more than that in the left quadrant (p = 0.08). No significant difference in the time spent in different quadrants was noted in female SAMP8 mice administered PBS.

**Fig. 7:**
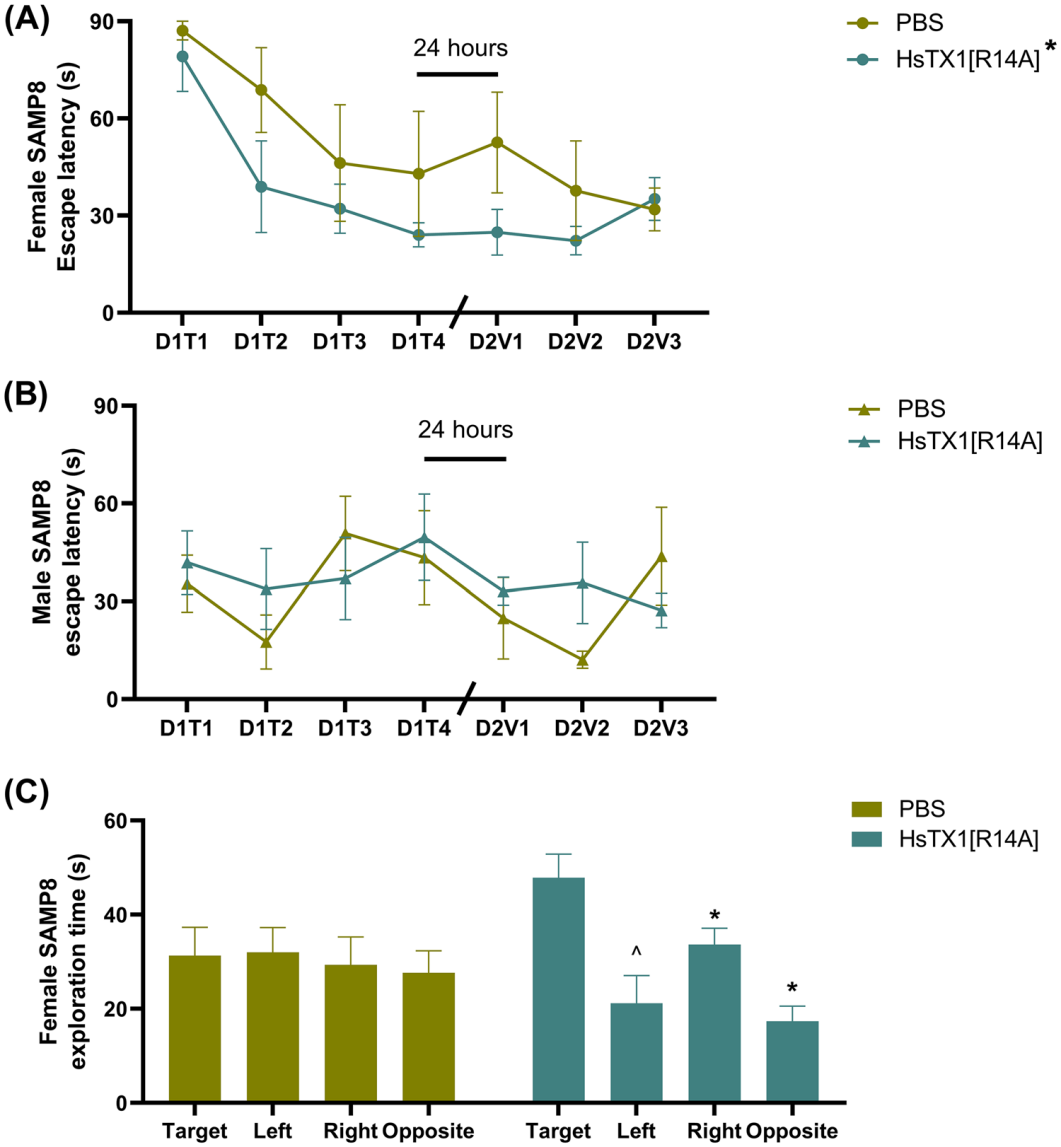
The water maze performance of SAMP8 mice that were administered subcutaneous HsTX1[R14A] (1 mg/kg) or PBS every-other-day, showing the escape platform visit latency of **A** the female and **B** the male mice in Day 1 training sessions (D1T1, D1T2, D1T3, D1T4) and Day 2 spatial trials (D2V1, D2V2, D2V3), and **C** the quadrant exploration time of mice on Day 3 probe trial. Data are presented as mean ± SEM (n = 4–6 mice per group), with *p < 0.05 and ^p < 0.1 (Two-way ANOVA)

### HsTX1[R14A] Alters the mRNA Profile of Key Disease-Modifying Genes in Mouse Brain

To explore the impact of HsTX1[R14A] on global processes in the brain, RNA-sequencing analysis was performed. 

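Whole-brain RNA was sequenced from 21 SAMP8 mice, a senescence-accelerated strain, that were 6 months old at the end of dosing. HsTX1[R14A], a peptide blocker of the potassium channel Kv1.3, had been injected subcutaneously over 8 weeks, on alternate days and at 1 mg/kg, in 9 mice (3 female and 6 male), and phosphate-buffered saline (PBS) in 12 mice (6 female and 6 male). Each library came from 1 mouse. The authors aligned the reads to the mouse genome GRCm38 with STAR and deposited estimated counts from Salmon for 16318 genes, without normalization. Estimated counts need not be whole, and they were rounded to whole numbers before any test. Total counts ranged from 14917174 to 36207554 per mouse in the PBS group, with a median of 25193122.5, and from 17552413 to 47613792 in the HsTX1[R14A] group, with a median of 24465565. They did not differ between treatments by more than their spread (permutation of the labels within sex, 100000 resamples, two-sided, p = 0.407). Xist ranged from 261 to 942 CPM (counts scaled to a common library total) in the females and reached at most 3.39 CPM in the males, so each library had the sex of its label. The low-count filter of edgeR kept 16303 genes, which were scaled by TMM and tested for treatment with edgeR's quasi-likelihood test in a model with sex. The paper used limma/voom in Degust after combining the sexes and correcting for sex. CPM values of single genes are TMM-scaled, and the standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The sample labels spell the peptide differently from the paper and name another RNA library kit than the MGI directional kit of the paper's methods.
The libraries also differed in how strongly counts depended on transcript length. For each library, the log2 CPM of each gene, centered on its mean over the 21 mice, was regressed on the log2 length of the gene's longest transcript in the GENCODE annotation of GRCm38. This slope was -0.076 ± 0.161 (SD, n = 12) in PBS mice and 0.102 ± 0.119 (SD, n = 9) in HsTX1[R14A] mice, a sex-averaged difference of 0.201 (permutation within sex, two-sided, p = 0.00614). Supplementary file 1 names the libraries in 2 forms, 1 of which covers 10 PBS and 5 HsTX1[R14A] mice and the other 2 PBS and 4 HsTX1[R14A] mice. Within the 15 mice of the first form the slopes differed by 0.186 (exact permutation test, two-sided, p = 0.0546). Within the 6 mice of the other form they differed by 0.0910 (exact permutation test, p = 0.333, where 0.0667 is the smallest p that 2 mice against 4 allow).

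**Figure D1:**
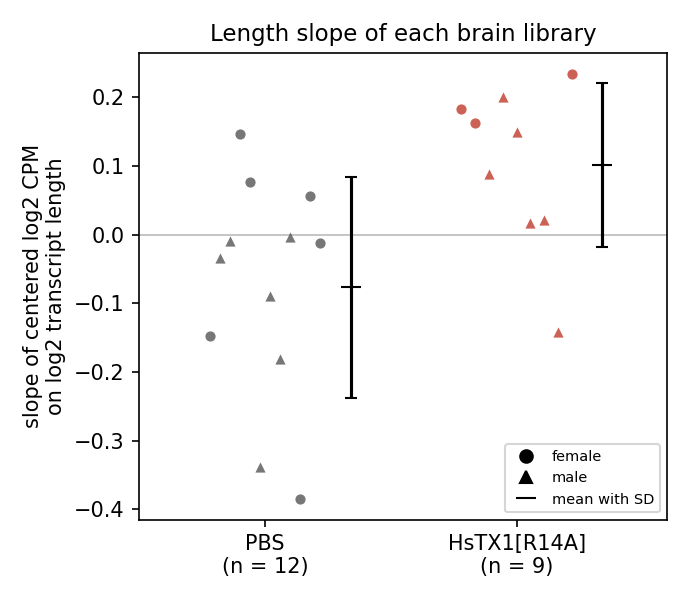
Slope of centered log2 CPM on log2 transcript length (vertical axis) in each brain library of 12 PBS and 9 HsTX1[R14A] mice, with circles for females, triangles for males and bars for the mean and SD. PBS libraries range from -0.384 to 0.147 and HsTX1[R14A] libraries from -0.142 to 0.234, so the groups overlap.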

Differential expression gene analysis revealed that, of the 16318 genes detected, 5760 genes were statistically significantly-differentially expressed (FDR $$\le$$ 0.05) between HsTX1[R14A]-treated and PBS-treated mouse brains; of these, 60 were upregulated greater than twofold (log_2_FC ≥ 1) and 30 were downregulated greater than twofold (log_2_FC $$\le$$ 1) (Fig. 8A). 

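Of the 16303 genes tested here, 5144 had an FDR of at most 0.05 between HsTX1[R14A]-treated and PBS-treated brains (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among these, 2526 were higher and 2618 lower in HsTX1[R14A]-treated mice. A log2 fold change of at least 1 was found in 54 genes and of at most -1 in 56 genes. In the authors' deposited table, 5760 genes pass the same FDR, of which 60 are up and 30 down by these limits, and 4897 genes were called both there and here. No gene had an FDR under 0.0145. The count moved most, to 0 genes, within the 15 mice of the more common library name form (5797 genes had an unadjusted p under 0.05), within the 6 mice of the other form (532 genes), and with the length slope of each library as a covariate, which was chosen after seeing the data (1865 genes). With 1 mouse left out at a time, between 2289 genes (without PBS mouse 90) and 6614 genes (without HsTX1[R14A] mouse 93) were called.
The 5 largest increases among called genes with a mean log2 CPM of at least 1 were in Gm21986, Polr2a, Bsn, Prr12 and Irs2, with log2 fold changes from 1.27 to 1.68. Bsn, which encodes the presynaptic protein Bassoon, had a log2 fold change of 1.32 (standard error 0.31, adjusted p = 0.0156, edgeR). Irs2 (ENSMUSG00000038894) lies on chromosome 8 of GRCm38 from 10984681 to 11008458, and its level was 11.4 ± 6.22 CPM (SD, n = 12) in PBS mice and 25.6 ± 10.7 CPM (SD, n = 9) in HsTX1[R14A] mice, a log2 fold change of 1.27 (standard error 0.29, adjusted p = 0.0153, edgeR). Polr2a, on chromosome 11 from 69733997 to 69758637, rose from 18.7 ± 11.5 to 44.5 ± 21.2 CPM, a log2 fold change of 1.35 (standard error 0.35, adjusted p = 0.0175, edgeR). Gm21986 overlaps Nlgn3 and Med12 on the same strand of chromosome X, so its counts, 2.40 ± 1.61 against 6.36 ± 6.17 CPM, are uncertain. The longest transcripts of these 5 genes measure 5560 to 15938 bases, against a median of 3283.5 over all tested genes. The 5 largest decreases were in mt-Nd6, Ccdc153, Calml4, Gm29216 and mt-Atp6, with log2 fold changes from -1.65 to -1.07 and longest transcripts of 492 to 2403 bases. In mt-Nd6, which lies on the mitochondrial genome from 13552 to 14070 and overlaps the end of mt-Nd5 on the other strand, levels were 140 ± 98.7 CPM in PBS mice and 44.4 ± 34.9 CPM in HsTX1[R14A] mice, a log2 fold change of -1.65 (standard error 0.43, adjusted p = 0.0178, edgeR). Ccdc153, on chromosome 9 from 44240676 to 44247306, fell from 3.65 CPM (SD 1.98) to 1.63 CPM, a log2 fold change of -1.15 (standard error 0.28, adjusted p = 0.0161, edgeR), and none of the 9 HsTX1[R14A] mice was above the PBS median. With 1 surrogate variable, Gm21986, Prr12, Calml4 and Gm29216 had adjusted p-values from 0.0505 to 0.0902. Calml4 also lost the threshold with the library name form as covariate (adjusted p = 0.0626) and sample quality weights (0.0548), and Gm29216 with the name form as covariate (0.0895), each library's trend on transcript length and GC content removed (0.205) and without PBS mouse 90 (0.0635) or HsTX1[R14A] mouse 98 (0.0587) or 71 (0.0545). Gm29216, on chromosome 1, is a nuclear copy of mitochondrial sequence whose reads cannot be separated with certainty from those of the mitochondrial genome.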

The gene expression levels are available in Supplementary file 1. Functional enrichment analysis was also performed; the biological process, molecular function and cellular component highlighted by the analysis are graphically presented in Fig. 8B-D, with the complete list available in Supplementary file 2. 

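Preranked gene set enrichment was run here on 20 of the Gene Ontology terms in Supplementary file 2, those whose members the copy at hand lists in full. Genes were ranked by the moderated t of the treatment term in limma/voom with sex in the model, and each term received a normalized enrichment score (NES) from fgsea, positive where its genes were higher in HsTX1[R14A]-treated mice. All 20 terms had an adjusted p of at most 0.05 after Benjamini-Hochberg adjustment over the 50 gene lists tested, 15 with a positive and 5 with a negative NES. Among the positive terms, regulation of short-term neuronal synaptic plasticity had an NES of 2.56 (adjusted p = 4.96e-07) and 18 of its 19 genes were higher. Regulation of glutamatergic synaptic transmission had an NES of 2.54 (adjusted p = 6.95e-08) and glutamate receptor activity one of 2.48 (adjusted p = 4.39e-06). Postsynaptic neurotransmitter receptor activity reached 2.19, neuropeptide binding 2.06, neurotransmitter binding 1.96, cholinergic synapse 1.94, dopaminergic synapse 1.90, neuropeptide receptor activity 1.83, NMDA glutamate receptor activity 1.77 and acetylcholine binding 1.64 in NES. Within the 6 mice of the less common library name form, neuropeptide receptor activity and neuropeptide binding were negative instead, at -1.54 and -1.02. Chemokine activity was negative, with an NES of -1.64 (adjusted p = 0.0304), and 14 of its 16 genes were lower. It lost the threshold with no filter on low counts (adjusted p = 0.0503), sample quality weights (0.0958), 1 surrogate variable (0.122), the trend on transcript length and GC content removed (0.101), each library name form alone (0.0601 and 0.0960) and without PBS mouse 83 (0.0847). Acetylcholine binding lost it with at least 10 counts in every mouse (0.0588), the name form as covariate (0.0928), sample quality weights (0.126), 1 surrogate variable (0.0854) and the 6 mice (0.187), and with 1 mouse left out its adjusted p reached 0.0992 (without HsTX1[R14A] mouse 92). NMDA glutamate receptor activity lost it with 1 surrogate variable (0.0815), and neurotransmitter binding (0.0995) and dopaminergic synapse (0.113) within the 6 mice. Preranked enrichment takes genes as independent. When the treatment labels were instead permuted within sex, 4 of the 20 terms had an NES matched in fewer than 5 of the 100 labelings, the real one included.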

GSEA was performed on pre-ranked data (using limma t.stat function) comparing brains from PBS-treated vs HsTX1[R14A]-treated SAMP8 mice. 

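Over all 50 gene lists tested here, 39 had an adjusted p of at most 0.05, 24 with higher and 15 with lower expression in HsTX1[R14A]-treated mice. The camera test with a preset correlation of 0.01 between genes called 38 of these 39 and the fry rotation test all 39, whereas camera with the correlation estimated from the data, with a median of 0.35 over the lists, called 0, with 0.305 the lowest adjusted p. Permuting the treatment labels within sex left 6 of the 39 lists with a share of labelings under 0.05. As a further measure, each list was given a score per mouse, the mean over its genes of log2 CPM centered on the mean of all 21 mice. The score differed between treatments, at an adjusted p of at most 0.05, for all 39 of these lists and also for endothelial markers (adjusted p = 0.0301) and microglia activation markers (adjusted p = 0.0215), which fgsea did not call (permutation within sex, two-sided, 100000 resamples, Benjamini-Hochberg over 50 lists).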

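Lists for 5 of the hallmark gene sets were written from general knowledge of the pathways before the data were examined, and the MSigDB gene sets were not used here. Of the listed genes, 34 were found in the deposited table for Hedgehog signaling, 32 for Notch signaling, 39 for Wnt/beta-catenin signaling, 85 for the interferon alpha response (of which 84 passed the low-count filter) and 48 for the reactive oxygen species pathway. The paper's Supplementary file 3 gives sizes of 34, 31, 39, 84 and 45 genes for the hallmark sets of these names.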

For the 50 hallmark gene sets, 24 gene sets were upregulated (with 10 gene sets having FDR q-val < 0.05) and 26 gene sets were downregulated (with 12 gene sets having FDR q-val < 0.05) in brains from HsTX1[R14A]-treated mice. 

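Of the Reactome pathways, 7 were tested here, with the members of the mouse gene sets that come with fgsea. Voltage gated potassium channels (39 genes found) had an NES of 2.52 (adjusted p = 2.31e-07, fgsea), and 36 of the 39 genes were higher in HsTX1[R14A]-treated mice. Respiratory electron transport (75 genes) had an NES of -3.45 (adjusted p = 1.12e-21), with 73 genes lower, and mitochondrial translation (87 genes) one of -3.03 (adjusted p = 8.11e-15), with 80 genes lower. Interferon alpha beta signaling, of which 12 genes were found, had an NES of 1.22 that did not pass the threshold (adjusted p = 0.229).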

A total of 1584 m2 curated gene sets were used for analysis, of which 819 were upregulated (with 229 gene sets having FDR q-val < 0.05) and 765 were downregulated (with 241 gene sets having FDR q-val < 0.05). 

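In each brain, the scores of 6 of the gene lists spread widely within both treatment groups.

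**Figure D2:**
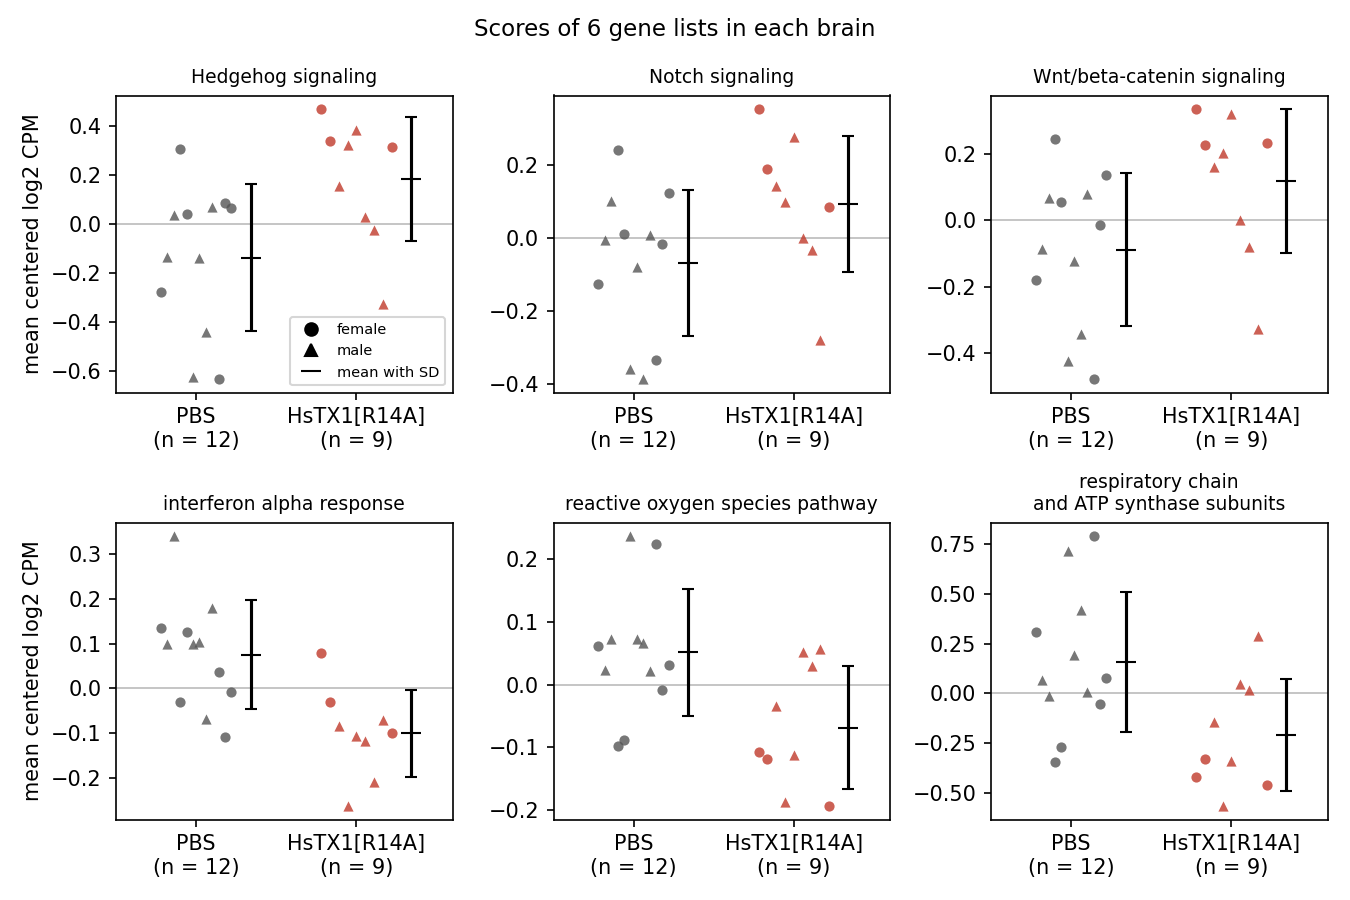
Scores of 6 gene lists (vertical axes, mean centered log2 CPM of the list's genes) in each brain of 12 PBS and 9 HsTX1[R14A] mice, with circles for females, triangles for males and bars for the mean and SD. The Hedgehog list has 5 HsTX1[R14A] mice above all 12 PBS mice, and the Notch and Wnt/beta-catenin lists 2 each, while in the interferon alpha list 0 of the 9 HsTX1[R14A] mice lie above the PBS median.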

Within the top 20 gene sets with the highest/lowest normalized enrichment score, the enrichment plots that are most relevant to the cognitive beneficial effect of HsTX1[R14A] are presented in Fig. 9 (hallmark gene sets) and Fig. 10 (m2 curated gene sets). The complete GSEA results are available in Supplementary file 3.

**Fig. 8:**
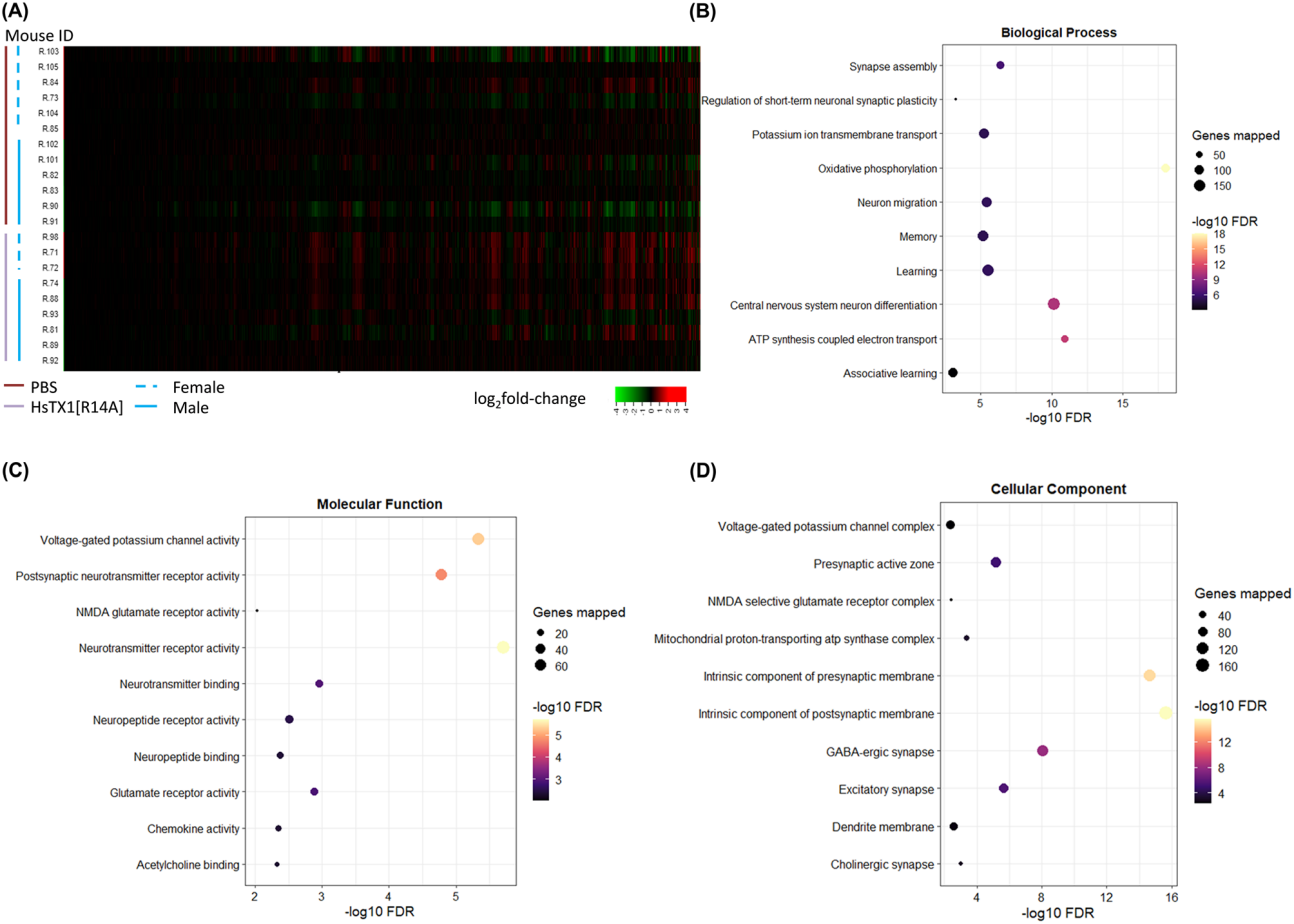
The transcriptomic profiling of brains isolated from 6-month-old SAMP8 mice that had been administered subcutaneous HsTX1[R14A] (1 mg/kg) or PBS for 2 months every other day (n = 9–12 mice per genotype), showing **A** heat map of all genes detected, and dot plots for functional enrichment of **B** biological process, **C** molecular function, and **D** cellular component

**Fig. 9:**
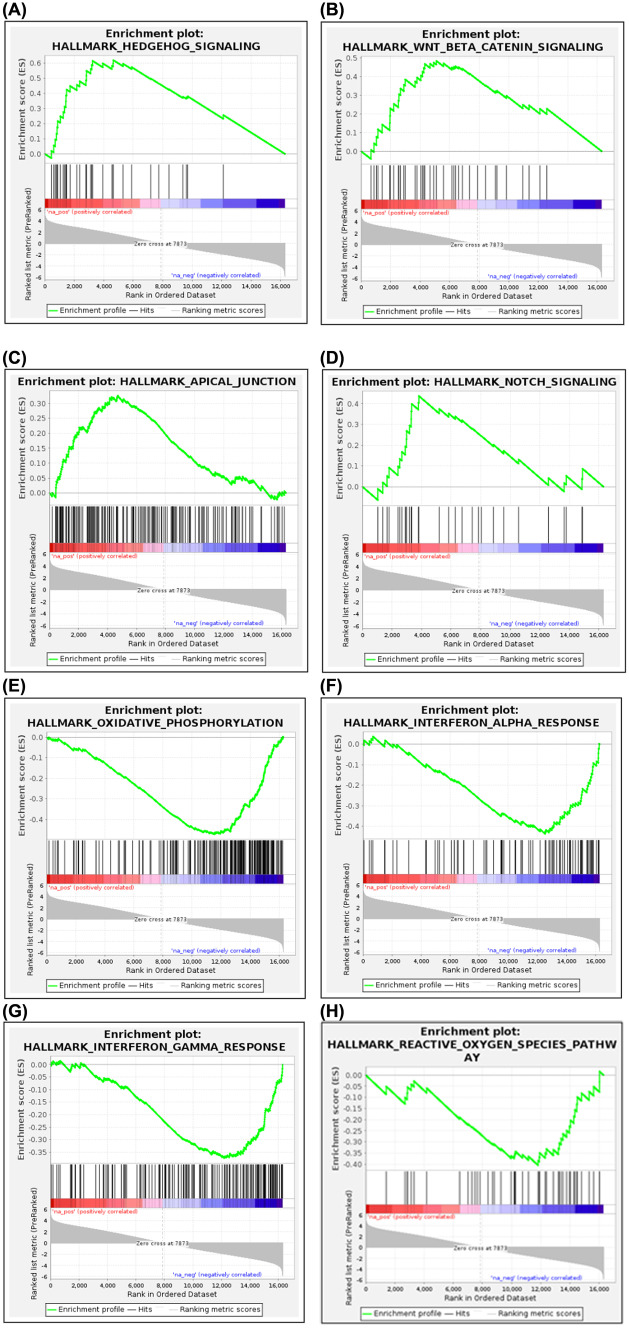
GSEA enrichment plots for hallmark gene sets, showing the upregulated gene sets **A** Hedgehog signaling, **B** Wnt/beta-catenin signaling, **C** apical junction, **D** notch signaling, and the downregulated gene sets **E** oxidative phosphorylation, **F** interferon alpha response, **G** interferon gamma response, **H** reactive oxygen species pathway, in brains from 6-month-old SAMP8 mice that had been treated with HsTX1[R14A] (n = 9–12 mice per genotype)

**Fig. 10:**
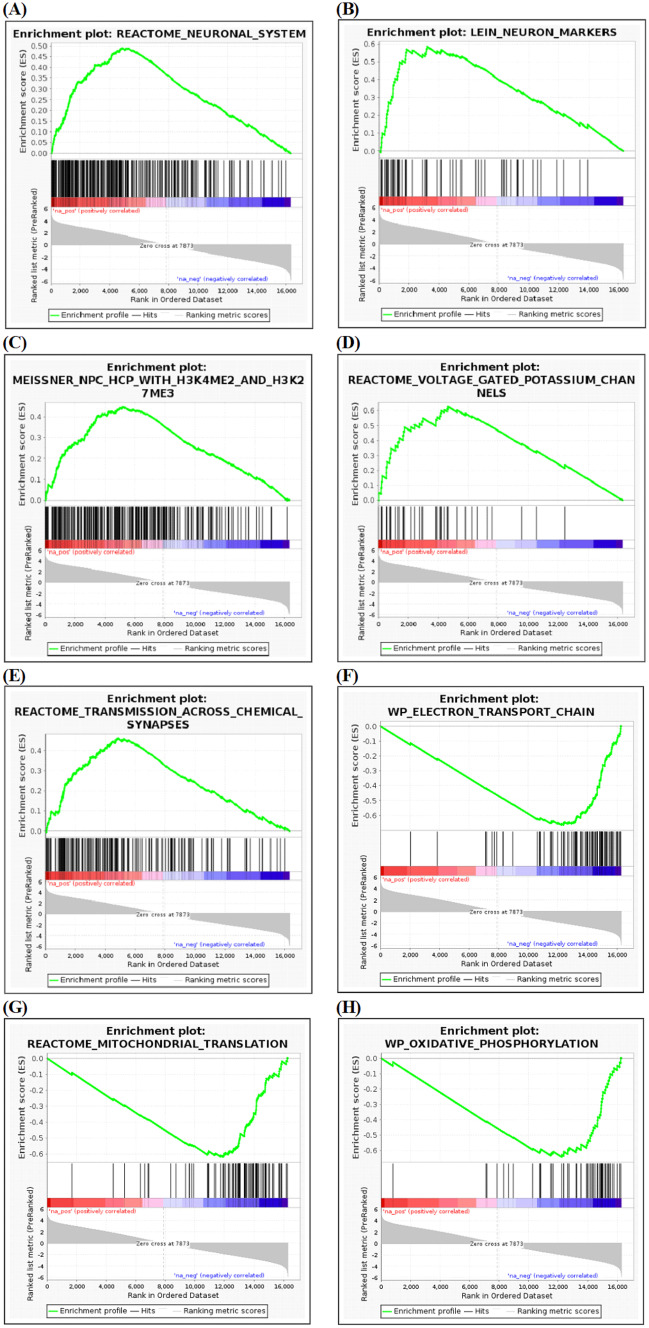
GSEA enrichment plots for curated gene sets, showing the upregulated gene sets **A** Reactome neuronal system, **B** LEIN neuron markers, **C** MEISSNER NPC HCP with H3K4ME2 and H3K27ME3, **D** Reactome voltage gated potassium chanels, **E** Reactome transmission across chemical synapses, and the downregulated gene sets **F** WP electron transport chain, **G** Reactome mitochondrial translation, and **H** WP oxidative phosphorylation, in brains from 6-month-old SAMP8 mice that had been treated with HsTX1[R14A] (n = 9–12 mice per genotype)

## Discussion

The voltage-gated potassium channel Kv1.3 is a target of interest in the development of novel therapeutics for neurodegenerative diseases such as AD. Our previous studies, together with those of others [23, 46], provide evidence that microglial Kv1.3 is involved in the production of pro-inflammatory mediators, and that pharmacological blockade or genetic deletion of microglial Kv1.3 substantially reduces microglial pro-inflammatory responses. Thus, there is clear evidence that Kv1.3 is a promising therapeutic target to modulate microglia-mediated neuroinflammation in neurodegenerative diseases. However, a potential impact on non-microglial cell types cannot be discounted, as it has also been demonstrated that genetic silencing or pharmacological blockade of Kv1.3 promotes neuronal survival [17] and neurogenesis [16]. We build on these studies by assessing the therapeutic potential of a very selective and potent peptide-based Kv1.3 blocker, HsTX1[R14A].

In this study, microglia isolated from 4-month-old SAMP8 mice exhibited a stronger pro-inflammatory activation phenotype than microglia from SAMR1 mice, alongside a substantial increase in Kv1.3 expression. SAMR1 mice are routinely used as a control for SAMP8 mice [47, 48], given that they are on the AKR/J background, as are the SAMP8 mice [49]. However, SAMP8 mice are bred separately from SAMR1 mice to maintain the AD-like phenotype, and therefore the SAMR1 and SAMP8 mice are considered as separate strains. There is no current “wildtype” littermate control for SAMP8 mice, given that the sporadic mutation only occurs within SAMP8 mice. While the SAMR1 mice are still routinely used as a control for SAMP8 mice by many researchers [47, 48, 50], some researchers perform comparative studies between young and old SAMP8 mice [51], in an attempt to identify disease progression-related changes, but this would be comparing not only disease progression but also age. Given the elevation of microglial Kv1.3 expression in the 4-month-old SAMP8 mice, we evaluated the effects of HsTX1[R14], a specific Kv1.3 blocker, on cognitive function and brain transcriptomic profiling in SAMP8 mice. We observed that HsTX1[R14A] increased the brain weight of SAMP8 mice, regardless of gender. This is possibly due to a reduction in neuroinflammation from microglial Kv1.3 blockade. In fact, it has been reported previously that therapeutics that suppress neuroinflammation can prevent brain atrophy [52]. The increased brain weight in HsTX1[R14A]-treated mice is unlikely to be due to brain edema as an adverse effect, given that ShK-170 (another Kv1.3 blocker) has been reported to reduce brain edema [53].

SAMP8 mice treated with HsTX1[R14A] exhibited improved working memory compared to SAMP8 mice treated with PBS, as soon as after 4 weeks of dosing, as demonstrated in the T maze spontaneous alternation test. In addition, HsTX1[R14A] improved the performance of female SAMP8 mice in the Y maze short-term spatial learning and memory test. The lack of cognitive-protective effects of HsTX1[R14A] in male SAMP8 mice in the Y maze could be due to the observation that the male mice exhibited more robust cognitive impairment than age-matched female mice, as has been reported previously [54]. In fact, we observed that the brain weight of male SAMP8 mice was significantly lower than that of the female mice, which could also be attributed to more severe/gender-specific pathology. In future studies, HsTX1[R14A] treatment could be trialed in younger male SAMP8 mice, where effects on short-term spatial learning and memory might be observed. Nevertheless, we demonstrated that associative memory in SAMP8 mice can be improved by HsTX1[R14A] treatment, as demonstrated in the NOR task, regardless of gender. The lack of a gender-specific effect of HsTX1[R14A] in the NOR task could be attributed to the fact that the brain regions responsible for short-term spatial memory and association memory are different, and the different extent of damage to relevant brain regions in SAMP8 mice [55].

HsTX1[R14A] improved spatial learning in female SAMP8 mice in the 3-day water maze test. We did not observe a proper learning curve for the male SAMP8 mice using this protocol regardless of treatment, which could partly be due to anxiety, as male SAMP8 mice exhibit greater anxiety-like behavior than the female SAMP8 mice (Fig. 6B). However, an alternative explanation is that HsTX1[R14A] could not rescue the impaired spatial learning and memory in male SAMP8 mice, in agreement with their performance in the Y maze. On the other hand, the difference between D2V1 and D1T4 clearly showed that female SAMP8 mice treated with HsTX1[R14A] had intact long-term spatial memory. However, for PBS-treated SAMP8 mice, there was a great variability in their performance in the water maze for D1T4 and D2V1, which could result in our test being less sensitive in detecting long-term spatial memory deficits in the PBS-treated female SAMP8 mice. In addition, HsTX1[R14A]-treated female SAMP8 mice exhibited intact memory retrieval, as they spent significantly more time in the target quadrant (where the escape platform was) relative to other quadrants. However, this pattern was not observed in PBS-treated SAMP8 mice. Overall, the water maze data suggested that HsTX1[R14A] could rescue spatial learning and memory and memory retrieval in female SAMP8 mice.

Given that the behavioral assessments strongly supported a cognitive-enhancing effect of HsTX1[R14A] in SAMP8 mice, especially females, we performed transcriptomic profiling of the brains to assess the impact of HsTX1[R14A] on the whole brain. This is to explore biological processes, molecular function, cellular components and pathways in the brain (not limited to microglia) that were affected by HsTX1[R14A]. Both functional enrichment analysis and GSEA indicated that genes associated with voltage-gated potassium channel activity are upregulated. This could be a compensatory response to the blockade of Kv1.3 by HsTX1[R14A]. 

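The list of 36 voltage-gated potassium channel alpha subunits had an NES of 2.62 (adjusted p = 1.45e-07, fgsea), with 34 genes higher in HsTX1[R14A]-treated mice, and 3 of 100 labelings gave an NES as large. Delayed rectifier potassium channel activity, a term of 22 genes that were all higher, had an NES of 2.45 (adjusted p = 3.51e-06). Kcng1 (ENSMUSG00000074575), on chromosome 2 of GRCm38 from 168260117 to 168281736, measured 17.1 ± 5.87 CPM (SD, n = 12) in PBS mice and 28.8 ± 9.78 CPM (SD, n = 9) in HsTX1[R14A] mice, a log2 fold change of 0.83 (standard error 0.16, adjusted p = 0.0151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnf1, on chromosome 12 from 17172100 to 17176888, measured 46.2 ± 16.5 and 81.0 ± 22.0 CPM, with a log2 fold change of 0.86 (standard error 0.18, adjusted p = 0.0151, edgeR), and both genes were above the PBS median in 9 of 9 HsTX1[R14A] mice. Kcna3 (ENSMUSG00000047959), which encodes the target channel Kv1.3 and lies on chromosome 3 from 107036169 to 107038070, measured 4.10 ± 0.813 and 5.71 ± 1.51 CPM. Its log2 fold change of 0.53 (standard error 0.14, adjusted p = 0.0180, edgeR) stayed between 0.43 and 0.59 with each mouse left out in turn. The median longest transcript of the 36 genes is 4589 bases, and among PBS mice alone the score of the list rose with the library's length slope (Pearson r = 0.964, p = 1e-05, adjusted p = 3.83e-05; Spearman rho = 0.937, p = 3e-05, adjusted p = 0.000138; permutation tests, where 1e-05 is the smallest p they can give, n = 12, 23 lists tested). Without the 2 libraries farthest from the median slope, r was 0.907, and within the 10 PBS libraries of the more common name form it was 0.966.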

We also attempted to assess cytokine levels (TNF-α, IL-6, IL-1β) in the brain using ELISA, but they were below the detection limit (data not shown). These cytokines were previously reported at < 1 pg/mg in 6-month-old SAMP8 mice [56]. Despite the lack of cytokine data, the modulatory effect of HsTX1[R14A] on microglia-mediated neuroinflammation was identified in the GSEA analysis. For example, genes involved in Notch signaling (an important pathway in regulating inflammation in the CNS) are upregulated in brains from HsTX1[R14A]-treated SAMP8 mice compared to brains from PBS-treated SAMP8 mice. It has been reported that the activation of Notch signaling in microglia induces a decrease in the release of pro-inflammatory cytokines and nitric oxide production, as well as an increase in phagocytosis [57]. This is in line with the increase in microglial phagocytosis reported in APP/PS1 mice that were administered PAP-1 (a non-specific Kv1.3 blocker) [12]. 

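The Notch list had an NES of 1.65 (adjusted p = 0.0168, fgsea), with 22 genes higher and 10 lower, and 20 of 100 labelings gave an NES as large. With each library's trend on transcript length and GC content removed, the NES was 0.753 (adjusted p = 0.867). Without PBS mouse 101, HsTX1[R14A] mouse 71 or HsTX1[R14A] mouse 89, it was 1.54, 1.52 and 1.56, with adjusted p-values of 0.0526, 0.0583 and 0.0540. The score was -0.069 ± 0.201 (SD, n = 12) in PBS mice and 0.092 ± 0.186 (SD, n = 9) in HsTX1[R14A] mice (permutation within sex, p = 0.0382, adjusted p = 0.0466). Notch3, on chromosome 17 of GRCm38 from 32120820 to 32166852, had 4.71 ± 2.70 CPM in PBS mice and 8.83 ± 3.67 CPM in HsTX1[R14A] mice, a log2 fold change of 0.97 (standard error 0.30, adjusted p = 0.0255, edgeR's quasi-likelihood test). For Dll1, on the same chromosome from 15367354 to 15376872, the levels were 2.74 ± 0.696 and 4.08 ± 1.31 CPM, a log2 fold change of 0.62 (standard error 0.17, adjusted p = 0.0182, edgeR). Notch3 lost the threshold with the name form as covariate (adjusted p = 0.0515), 1 surrogate variable (0.0837), the same trend removed (0.0750) and without HsTX1[R14A] mouse 88 (0.0507) or 71 (0.05 after rounding), and Dll1 with 1 surrogate variable (0.0529). Each of these genes overlaps a noncoding gene on the opposite strand.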

From as early as 6 months of age, SAMP8 mice exhibit Aβ deposition in the hippocampus that increases with age [58]. Whether HsTX1[R14A] may improve the microglial phagocytosis of Aβ to attenuate Aβ deposition in the hippocampus of SAMP8 mice, as has been suggested with non-selective Kv1.3 blockade in APP/PS1 mice [12], could be assessed in further studies. On the other hand, genes involved in Hedgehog signaling (a pathway involved in regulating pathogenic inflammation within the CNS) were upregulated. 

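The Hedgehog list had an NES of 2.49 (adjusted p = 1.58e-06, fgsea), with 29 of 34 genes higher in HsTX1[R14A]-treated mice, and 6 of 100 labelings gave an NES as large. Its score was -0.138 ± 0.299 (SD, n = 12) in PBS mice and 0.184 ± 0.252 (SD, n = 9) in HsTX1[R14A] mice (permutation within sex, p = 0.00801, adjusted p = 0.0191), and 8 of the 9 HsTX1[R14A] mice were above the PBS median. Among PBS mice alone the score rose with the library's length slope (Pearson r = 0.974, p = 1e-05, adjusted p = 3.83e-05; Spearman rho = 0.944, p = 1e-05, adjusted p = 5.75e-05; permutation tests at the smallest p they can give, n = 12, 23 lists tested), with r = 0.946 without the 2 libraries farthest from the median slope and 0.974 within the 10 of the more common name form. The difference between treatments, 0.370, was -0.001 with the length slope in the model (permutation p = 0.978). Dpysl2, on chromosome 14 of GRCm38 from 66802864 to 66868688, had 212 ± 18.5 CPM in PBS mice and 257 ± 31.5 CPM in HsTX1[R14A] mice, a log2 fold change of 0.29 (standard error 0.07, adjusted p = 0.0160, edgeR's quasi-likelihood test). L1cam, on chromosome X from 73853778 to 73896105, where it overlaps the end of Arhgap4, had 58.0 ± 23.3 and 103 ± 41.4 CPM, a log2 fold change of 0.91 (standard error 0.23, adjusted p = 0.0170, edgeR).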

As pharmacological activation of the Hedgehog pathway can counteract ongoing excessive CNS inflammation and effectively halt disease progression [59], this upregulated gene set also implied that HsTX1[R14A] can effectively suppress microglia-mediated neuroinflammation. In addition, GSEA also highlighted downregulation by HsTX1[R14A] of gene sets for the interferon-α response [60], interferon-γ response [61], and reactive oxygen species pathway [62], all of which are related to microglia activity and have regulatory roles in CNS inflammation. 

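The interferon alpha list had an NES of -2.06 (adjusted p = 2.35e-05, fgsea), with 61 of 84 genes lower in HsTX1[R14A]-treated mice, and 16 of 100 labelings gave an NES as large. Gbp3, on chromosome 3 of GRCm38 from 142560026 to 142573209, fell from 4.79 ± 0.853 CPM (SD, n = 12) in PBS mice to 3.39 ± 0.398 CPM (SD, n = 9), a log2 fold change of -0.50 (standard error 0.11, adjusted p = 0.0151, edgeR's quasi-likelihood test). Ifitm3, on chromosome 7 from 141009586 to 141010770, fell from 8.40 ± 2.23 to 5.40 ± 1.10 CPM (log2 fold change -0.63, standard error 0.14, adjusted p = 0.0152, edgeR), a change of -0.24 (adjusted p = 0.322) after each library's trend on transcript length and GC content was removed. Response to interferon-beta, a Gene Ontology term with 28 of 31 genes lower, had an NES of -2.45 (adjusted p = 3.18e-06), and the real labeling alone among 100 gave an NES as large (share 0.01). Its gene Xaf1 was 5.37 ± 0.969 and 3.76 ± 0.565 CPM. For the interferon gamma response, the Reactome pathway had an NES of -1.40 that did not pass the threshold (adjusted p = 0.0815), although its genes Mt2 (124 ± 22.3 and 88.3 ± 11.9 CPM, adjusted p = 0.0151, edgeR) and Trim12c (4.86 ± 1.01 and 3.31 ± 0.534 CPM, adjusted p = 0.0151, edgeR) were lower. After the same removal Mt2 no longer passed (adjusted p = 0.326). The reactive oxygen species list had an NES of -1.87 (adjusted p = 0.00232), with 35 of 48 genes lower, and 16 of 100 labelings gave an NES as large. Within it, Lsp1 fell from 6.98 ± 1.78 to 4.36 ± 0.886 CPM and Mbp from 2480 ± 361 to 1910 ± 269 CPM, with log2 fold changes of -0.70 and -0.40 (adjusted p = 0.0151 and 0.0161, edgeR). The paper relates these lower gene sets, and the higher Notch and Hedgehog gene sets, to microglial activity and CNS inflammation, and from them states that HsTX1[R14A] modulates microglia-mediated neuroinflammation.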

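Of 84 subunits of the respiratory chain and ATP synthase, 81 were lower in HsTX1[R14A]-treated brains (NES -3.34, adjusted p = 1.25e-20, fgsea), as were 73 of 77 mitochondrial ribosomal proteins (NES -3.19, adjusted p = 2.99e-17). In 22 and 28 of 100 labelings, respectively, the NES was as large. The Gene Ontology terms ATP synthesis coupled electron transport, respiratory chain complex I and mitochondrial small ribosomal subunit had NES values of -3.03, -3.06 and -2.53. The score of the respiratory chain list was 0.158 ± 0.350 (SD, n = 12) in PBS mice and -0.211 ± 0.281 (SD, n = 9) in HsTX1[R14A] mice (permutation within sex, p = 0.00947, adjusted p = 0.0199). Ndufv3, on chromosome 17 of GRCm38 from 31520115 to 31531331, had 91.4 ± 24.0 CPM in PBS mice and 64.6 ± 9.88 CPM in HsTX1[R14A] mice, a log2 fold change of -0.55 (standard error 0.13, adjusted p = 0.0151, edgeR's quasi-likelihood test). Uqcrb, on chromosome 13 from 66900617 to 66905378, had 142 ± 31.9 and 101 ± 20.9 CPM, a log2 fold change of -0.55 (standard error 0.13, adjusted p = 0.0152, edgeR) that became 0.03 once each library's trend on transcript length and GC content was removed. Mrps15, on chromosome 4 from 126046925 to 126055532, had 35.0 ± 5.03 and 26.5 ± 2.88 CPM, a log2 fold change of -0.42 (standard error 0.08, adjusted p = 0.0151, edgeR), and Mrpl55 13.2 ± 3.31 and 9.37 ± 1.97 CPM. On the mitochondrial genome, mt-Co1 had 45800 ± 14900 and 26400 ± 6170 CPM and mt-Co2 3150 ± 1250 and 1590 ± 391 CPM, with log2 fold changes of -0.85 and -1.04 (adjusted p = 0.0151 for both, edgeR). Reads of these genes are shared with nuclear copies. The median longest transcript of the respiratory chain list is 1003 bases. Among the 12 PBS mice its score fell as the library's length slope rose (Pearson r = -0.992, p = 1e-05, adjusted p = 3.83e-05, Spearman rho = -0.986, p = 1e-05, adjusted p = 5.75e-05, permutation tests at the smallest p they can give, 23 lists tested), with r = -0.981 without the 2 libraries farthest from the median slope and -0.994 within the 10 of the more common name form.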

Interestingly, functional enrichment analysis and GSEA indicated a downregulation of genes associated with oxidative phosphorylation, electron transport chain, and mitochondrial translation in brains from HsTX1[R14A]-treated mice. It is known that activated astrocytes and microglia (e.g. during neuroinflammation) have increased energy demand that is met by upregulation of mitochondrial function [63, 64]. The downregulation of these gene sets implies that HsTX1[R14A] effectively suppresses microglial activation in SAMP8 mice.

It has to be emphasized that Kv1.3 channels are expressed in several subsets of neurons and in all types of glial cells (astrocytes, oligodendrocytes, and microglia) [16], and neural progenitor cells [18]. Therefore, the cognitive benefits mediated by HsTX1[R14A] may also be due to the modulation of non-microglia cells. For example, blockade of Kv1.3 channels has been reported to promote neural progenitor cell proliferation, differentiation and maturation [18, 65]. The Wnt/β-catenin signaling pathway is a significant pathway regulating cell proliferation, migration and differentiation, driving adult stem cells in mammals; impaired Wnt/β-catenin signaling possibly plays an important role in the pathogenesis of AD [66]. 

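The Wnt/beta-catenin list had an NES of 2.09 (adjusted p = 0.000113, fgsea), with 30 of 39 genes higher in HsTX1[R14A]-treated mice, and 17 of 100 labelings gave an NES as large. Removal of each library's trend on transcript length and GC content brought the NES to 1.34 (adjusted p = 0.116). The score was -0.089 ± 0.230 (SD, n = 12) in PBS mice and 0.118 ± 0.217 (SD, n = 9) in HsTX1[R14A] mice (permutation within sex, p = 0.0239, adjusted p = 0.0314).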

Our GSEA indicated that genes associated with Wnt/β-catenin signaling are upregulated, which implies a possible impact of HsTX1[R14A] on neurogenesis [67] in SAMP8 mice. This is further supported by our functional enrichment analysis, which highlighted the upregulation of genes associated with central nervous system neuron differentiation (GO:0021953).

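Forebrain neuron differentiation, a Gene Ontology term of 55 genes on neuron formation in the central nervous system, was tested here in place of the wider term. Its NES was 2.40 (adjusted p = 7.32e-07, fgsea), 48 of the genes were higher in HsTX1[R14A]-treated mice, and 8 of 100 labelings gave an NES as large. Its score difference of 0.283 became 0.016 with the length slope in the model (permutation p = 0.821). Erbb4, on chromosome 1 of GRCm38 from 68032186 to 69108059, had 60.4 ± 8.38 CPM (SD, n = 12) in PBS mice and 76.8 ± 8.82 CPM (SD, n = 9) in HsTX1[R14A] mice, a log2 fold change of 0.37 (standard error 0.08, adjusted p = 0.0151, edgeR's quasi-likelihood test). Rapgef2, on chromosome 3 from 79062516 to 79286517, had 69.7 ± 20.9 and 109 ± 24.0 CPM, a log2 fold change of 0.69 (standard error 0.16, adjusted p = 0.0153, edgeR).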

A recent study has demonstrated that blocking Kv1.3 in 5 × FAD mice (a model of familial AD) increases synaptic protein expression. 

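For synapse assembly, the Gene Ontology term postsynapse assembly (15 genes) had an NES of 2.16 (adjusted p = 0.000294, fgsea), with 12 genes higher in HsTX1[R14A]-treated mice, and the Reactome pathway transmission across chemical synapses (172 genes found) had an NES of 2.48 (adjusted p = 2.82e-11), with 126 genes higher. An NES as large was found in 10 and 6 of 100 labelings, respectively. With the length slope in the model, their score differences of 0.522 and 0.248 became -0.081 and 0.022 (permutation p = 0.121 and 0.44). The median longest transcript of the postsynapse assembly genes is 8292 bases, and the NES of this term was 1.12 (adjusted p = 0.318) once each library's trend on transcript length and GC content was removed. Cdh2, on chromosome 18 of GRCm38 from 16588877 to 16809246, had 94.4 ± 13.2 CPM (SD, n = 12) in PBS mice and a log2 fold change of 0.38 (standard error 0.09, adjusted p = 0.0151, edgeR's quasi-likelihood test). Reln, on chromosome 5 from 21884454 to 22344702, had 45.3 ± 12.8 CPM in PBS mice and 71.3 ± 24.9 CPM (SD, n = 9) in HsTX1[R14A] mice, a log2 fold change of 0.68 (standard error 0.17, adjusted p = 0.0171, edgeR) that became 0.15 (adjusted p = 0.308) after the same removal. The levels of Akap9 were 77.2 ± 24.2 and 114 ± 22.6 CPM and those of Adcy3 27.5 ± 9.16 and 42.8 ± 9.00 CPM (adjusted p = 0.0153 and 0.0161, edgeR), and the ends of both genes overlap a gene on the other strand.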

Our functional enrichment analysis and GSEA agree with this finding, where genes associated with synapse assembly (GO:0007416, and Reactome transmission across chemical synapses) are upregulated in brains from HsTX1[R14A]-treated mice. In addition, GSEA also highlighted an upregulation in Reactome neuronal system and LEIN neuron markers, and the functional enrichment analysis revealed that genes associated with learning (GO:0007612) and memory (GO:0007613) are upregulated in brains from HsTx1[R14A]-treated SAMP8 mice. However, whether these effects are a direct consequence of Kv1.3 blockade or a subsequent effect from reduced neuroinflammation is yet to be investigated. 

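The Reactome neuronal system (239 genes found) had an NES of 2.80 (adjusted p = 1.16e-19, fgsea), with 183 genes higher in HsTX1[R14A]-treated mice, and 6 of 100 labelings gave an NES as large. Its score difference of 0.28 became 0.021 with the length slope in the model (permutation p = 0.37). A list of 20 neuron markers, written before the data were examined in place of the LEIN set, had an NES of 1.84 (adjusted p = 0.00642), with 14 genes higher, and 16 of 100 labelings gave an NES as large. It no longer passed the threshold within the 15 mice of the more common library name form (adjusted p = 0.0635). Eno2, on chromosome 6 of GRCm38 from 124760053 to 124769673, had 654 ± 109 CPM (SD, n = 12) in PBS mice and 837 ± 96.6 CPM (SD, n = 9) in HsTX1[R14A] mice, a log2 fold change of 0.37 (standard error 0.10, adjusted p = 0.0175, edgeR's quasi-likelihood test). Nefm, which overlaps Nefl on the other strand, had 161 ± 57.2 and 235 ± 50.7 CPM, a log2 fold change of 0.61 (standard error 0.18, adjusted p = 0.0217, edgeR), and lost the threshold with 1 surrogate variable (adjusted p = 0.0828) and with each library's trend on transcript length and GC content removed (0.0561). Long-term memory, the memory term tested here, had an NES of 2.23 (adjusted p = 6.62e-05), with 32 of 40 genes higher, and 12 of 100 labelings gave an NES as large. With the length slope in the model, its score difference of 0.304 became 0.001 (permutation p = 0.97). The length gradient is therefore a candidate explanation for this term. Its genes Cpeb3 and Adcy8 had 39.4 ± 10.0 and 59.3 ± 12.8 CPM, and 16.2 ± 3.99 and 23.6 ± 7.73 CPM, with log2 fold changes of 0.63 and 0.61 (adjusted p = 0.0151 and 0.0166, edgeR), and Adcy8 had an adjusted p of 0.0917 with that trend removed.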

Overall, the transcriptomic profiling data highlighted pathways that were consistent with the cognitive benefit observed in the behavioral studies. However, it must be emphasized that further experiments are required to obtain mechanistic insights into how HsTX1[R14A] interferes with the pathways highlighted by functional enrichment analysis and GSEA in different cell types.

This study demonstrates that HsTX1[R14A] improves cognitive function in a mouse model of sporadic AD and provides proof-of-concept results to support the use of Kv1.3 blockers as potential therapeutics for AD. The beneficial effects of HsTX1[R14A] are associated with transcriptomic demonstration of reduced neuroinflammation and improved synaptic function and neurogenesis, confirming the neuroinflammation-attenuating effects of HsTX1[R14A] in AD.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

The data supporting the findings of this study are available from the corresponding authors, upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

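RNA from the whole brains of 21 SAMP8 mice, 12 given PBS (6 female, 6 male) and 9 given HsTX1[R14A] (3 female, 6 male), was sequenced by the authors with 1 library per mouse. The authors aligned the reads to GRCm38 with STAR, quantified genes with Salmon and deposited estimated counts for 16318 genes, not normalized. The filter that left these genes is not stated. The deposited table also holds the authors' log2 fold change of HsTX1[R14A] over PBS, its unadjusted p-value and its FDR (p-values adjusted in the manner of Benjamini and Hochberg), made with TMM and limma/voom in Degust with correction for sex. The authors' CPM columns and the count columns of other libraries, 53 per-sample columns in all (37 of CPM and 16 of counts), were not used here. Of the estimated counts, 90.496% lie within 0.01 of a whole number, and all were rounded before testing. In the table, 0 rows lack a gene name and 24 symbols stand for more than 1 gene ID, so genes were tested by ID. Supplementary file 1, of which 1998 of the 16318 rows were at hand, was used only for the 2 forms of library name (10 PBS and 5 HsTX1[R14A] mice in one, 2 and 4 in the other).

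Library totals ran from 14917174 to 47613792 counts. At this depth, 14228 genes had at least 10 counts in every mouse, and the spread between mice, not the sampling of reads, sets the precision of most values. Xist, Ddx3y, Eif2s3y, Uty and Kdm5d were compared with the labeled sex. As a check for libraries entered more than once, the 48 pairs of mice of the same treatment and sex were compared over genes with at least 20 counts in sum, and the mean chi-square per gene ran from 7.61 to 288, so no pair differed by sampling noise alone.

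Genes passing filterByExpr (16303) were scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with sex and treatment in the model, and p-values were adjusted by Benjamini and Hochberg's method with an FDR threshold of 0.05. Genes changed at least 2-fold have log2 fold changes of at least 1 or at most -1. A model with a treatment by sex interaction and separate models for females and males were fitted the same way. Transcript length and GC content were taken from the longest transcript of each gene in GENCODE for GRCm38, found for 16224 of the tested genes (99.5%). The log2 CPM values carry a prior count of 2.

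Gene sets were tested with fgsea 1.28.0 (preranked, weight 1, smallest set 5 genes) on the moderated t of limma 3.58.1 with voom, with adjustment over the 50 lists. Of these, 23 were written before the data were examined: Hedgehog, Notch and Wnt/beta-catenin signaling, the reactive oxygen species pathway, the interferon alpha response, respiratory chain and ATP synthase subunits, mitochondrial and cytosolic ribosomal proteins, mitochondrially encoded mRNAs, voltage-gated potassium channel alpha subunits, markers of neurons, microglia, microglia activation, astrocytes, oligodendrocytes, endothelium, choroid plexus, cerebellum, striatum and hypothalamus, erythrocyte genes, immediate early genes and nuclear long noncoding RNAs. A further 20 were Gene Ontology terms with the members given in Supplementary file 2, and 7 were Reactome pathways from fgsea. The hallmark gene sets of MSigDB and the STRING enrichment were not used here. Each list's score per mouse is the mean over its genes of log2 CPM centered on the mean of all mice. Scores and slopes were compared by permuting treatment labels within sex (100000 resamples, two-sided).

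The genes named were fixed by rule before the data were examined: genes the paper measured by PCR or ELISA, the sex check genes, the 5 called genes with the largest and the 5 with the most negative log2 fold change among those with a mean log2 CPM of at least 1, and for each list the 2 members with the smallest p-value in its direction. Kcna3 and Ptgs2 are reported, and Il1b, Il6, Tnf and Arg1 were not analysed here. A gene that the rule selects is not reported here.

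Alternatives set before the data were examined were limma/voom, DESeq2 1.42.0, relative log expression (RLE) scaling, no filter beyond 1 count in total, at least 10 counts in every mouse, no sex term, the library name form as covariate, sample quality weights, 1 surrogate variable from sva 3.50.0, removal of each library's loess trend (span 0.5) on transcript length and GC content, each name form alone, and each mouse left out in turn. Set tests were also repeated with ranking by edgeR, camera with a preset correlation of 0.01 or an estimated correlation, fry, and 100 labelings permuted within sex. The relation of fold change to transcript length and GC content was also computed in protein-coding genes with a mean log2 CPM of at least 3. The length slope of each library as a covariate was added after the data had been seen.

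The procedure was tested on data simulated from the gene means, dispersions and library sizes of the 21 libraries. With 200 genes changed 2-fold, edgeR recovered 189 with 7 false calls among 16297 genes, limma/voom the same numbers and DESeq2 194 with 31 false calls. Of 200 genes changed in males alone, the interaction test recovered 121 with 7 false calls. With trends on length and GC content and no changed gene, edgeR called 4 genes, and 0 with the trend removed. With trends and 200 changed genes, 188 were recovered after trend removal with 11 false calls. With nothing changed, 0 of 16302 genes were called. Apart from the smooth trend, each simulated gene was drawn independently of the others, so variation shared by many genes of a library was absent. The low numbers of false calls therefore do not show that a gradient between the real libraries gives few calls. In the real data, a split of the mice within sex other than the real one called 5323 genes.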

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

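The tests on libraries thinned to the lowest total, with the length slope in the model and between the forms of library name were chosen only after the results were seen.

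The paper does not report on transcript length. The slope of centered log2 CPM on log2 transcript length was higher in HsTX1[R14A] than in PBS libraries by 0.201, sex-averaged (permutation within sex, two-sided, p = 0.00614), and the slope on GC content by 0.176 per 10 percentage points (p = 0.0112). The length slopes of the groups overlap, from -0.384 in PBS mouse 103 to 0.147 in PBS mouse 84 and from -0.142 in HsTX1[R14A] mouse 93 to 0.234 in HsTX1[R14A] mouse 98. Across genes, which are not independent replicates, the fold change between treatments rose with transcript length (Spearman rho 0.512) and followed each gene's dependence on the length slope among PBS mice alone (rho 0.843). The gradient that separates the treatments therefore also runs between mice given PBS only. On the count of 5144 genes at an FDR of 0.05, 2 of 80 splits of the mice within sex, the real one included, gave as many genes, and the other such split (5323 genes) had a length slope difference of 0.197, close to the real one. Total counts did not differ between treatments (p = 0.407), and 4688 genes were called after every library was thinned to the lowest total, which argues against depth. No mouse, 0 of 21, had Xist or Ddx3y against its labeled sex. Without PBS mouse 90 the count was 2289, so that library alone does not make the result. With the library name form as a covariate 1999 genes were called, so the forms are not the whole cause. Within the 15 mice of one form 0 genes were called (5797 at an unadjusted p under 0.05), and within the 6 mice of the other also 0 (532). The fold changes within the forms correlated across genes at rho 0.564, but a gradient shared by all libraries can correlate them without a common effect of treatment, so a difference confined to one form stays open. With each library's own trend on length and GC content removed 2501 genes were called, so a smooth trend on these is not the whole cause. With the length slope as a covariate 0 genes were called, and 1865 had an unadjusted p under 0.05. That covariate comes from the same counts and differs between treatments, so it may also remove an effect of the peptide. It also follows the main axis of variation between libraries (first principal component, 41.6% of the variance, r = 0.995). Results with the slope in the model therefore remove that axis whatever its cause and do not single out transcript length. A gradient from RNA quality or library preparation that fell unevenly on the treatments, and an effect of HsTX1[R14A] on long and short transcripts, cannot be told apart, because the slopes differ between treatments while they overlap.

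In the list of cytosolic ribosomal proteins, which also holds a processed pseudogene, 82 of 83 genes were lower in HsTX1[R14A]-treated mice (NES -3.80, adjusted p = 8.74e-31, fgsea), and 17 of 100 labelings gave an NES as large. Rps26 fell from 198 ± 60.7 to 129 ± 29.5 CPM (log2 fold change -0.69, adjusted p = 0.0151, edgeR). Among PBS mice the score of the list followed the length slope (Pearson r = -0.992, p = 1e-05, adjusted p = 3.83e-05, Spearman rho = -0.993, p = 1e-05, adjusted p = 5.75e-05, permutation tests at the smallest p they can give, n = 12, 23 lists, r = -0.980 without the 2 farthest libraries, -0.991 within the 10 of the more common name form). With the length slope in the model, the difference in score was -0.013 (permutation p = 0.828). All 13 mitochondrially encoded mRNAs were lower (NES -2.46, adjusted p = 4.23e-06, but 0.214 within the 6 mice of the less common name form), with 13 of 100 labelings as large and a difference in score of -0.351 with the slope in the model (permutation p = 0.0579, adjusted p = 0.263). All 12 immediate early genes were higher (NES 2.10, adjusted p = 0.000586), with 20 of 100 labelings as large, 9 of 9 HsTX1[R14A] mice above the PBS median score, and a difference of 0.246 with the slope in the model (permutation p = 0.292). Among them, Fos had a log2 fold change of 0.88 and Egr4 of 0.99 (adjusted p = 0.0170 and 0.0186, edgeR). The same holds for the list of respiratory chain and ATP synthase subunits, whose difference with the slope in the model was 0.024 (permutation p = 0.469). For these lists the length gradient is a candidate explanation, and an effect of the peptide stays open. The median longest transcript of the immediate early genes is 2648 bases, against 3283.5 over all tested genes, so their length itself does not predict a rise. Among PBS mice their score still rose with the length slope (Pearson r = 0.841, permutation p = 0.00058, adjusted p = 0.00121, n = 12, 23 lists).

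Oligodendrocyte markers were lower in 9 of 10 genes (NES -2.26, adjusted p = 2.65e-05, fgsea), and 4 of 100 labelings gave an NES as large, although camera with the estimated correlation did not call the list (adjusted p = 0.305). Opalin fell from 20.5 ± 7.01 CPM (SD, n = 12) to 11.0 ± 2.62 CPM (SD, n = 9), a log2 fold change of -0.99, and Mobp from 1230 ± 281 to 794 ± 99.2 CPM, a log2 fold change of -0.67 (adjusted p = 0.0145 for both, edgeR). The score differed by -0.376 (permutation p = 2e-05, adjusted p = 0.001 over 50 lists), with 0 of 9 HsTX1[R14A] mice above the PBS median. With the length slope in the model the difference was -0.310 (permutation p = 0.00025, adjusted p = 0.0125), which argues against the length gradient as the whole cause. Of the 10 genes, Mbp is also in the reactive oxygen species list and Cnp in the interferon alpha list. A smaller share of white matter in the tissue taken could also lower these markers. Among the lists for parts of the brain the lowest adjusted p without any of the alternatives was 0.115, which does not decide it. Microglia markers were lower in 17 of 20 genes (NES -2.09, adjusted p = 0.000788), with 20 of 100 labelings as large. C1qb fell from 35.5 ± 4.50 to 26.9 ± 4.57 CPM and Ctss from 72.0 ± 10.1 to 54.4 ± 9.82 CPM (log2 fold changes -0.43 and -0.44, adjusted p = 0.0151 for both, edgeR), and Ctss lost the threshold with the length and GC trend removed (log2 fold change -0.13, adjusted p = 0.186). With the length slope in the model the difference in the microglia score was -0.127 (permutation p = 0.0989, adjusted p = 0.412), so for this list the gradient and an effect of treatment both stay open.

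Of 292 groups of 6 or 9 mice, 19 had a mouse far from the others, and about 15 would by chance. HsTX1[R14A] mouse 93 accounts for 10 of them. Its log2 CPM was 10.5 for Mbp, 6.42 for Ndufv3 and 11.2 for mt-Co2, far from the other males, 5.08 for Mrps15, far from the males and from all 9 mice, and 7.06 for mt-Nd6 and 4.61 for Adcy3, far from all 9. Its score was 0.224 for mitochondrially encoded mRNAs (among the males) and -2.23 for choroid plexus markers (among the males and among all 9), and Ttr was at 42.9 CPM. Its length slope of -0.142 was the lowest of the HsTX1[R14A] mice, so the same gradient is a candidate explanation for its mitochondrial genes encoded in the nucleus, given that the respiratory chain list lost its difference with the slope in the model (permutation p = 0.469). The mitochondrially encoded mRNAs kept a difference of -0.351 with the slope in the model (permutation p = 0.0579, adjusted p = 0.263). For mt-Co2, mt-Nd6 and the score of that list, the gradient is therefore left undecided. Without this mouse 6614 genes were called, and in males 1879 in place of 0 (4440 at an unadjusted p under 0.05). Its sex genes matched the label, and an exchange of treatments was not tested. The others were PBS mouse 73 (Ifitm3 3.56, next 3.03, in log2 CPM), PBS mouse 104 (choroid plexus score -1.85, Ttr 49.9 CPM), PBS mouse 85 (erythrocyte score 0.514, next -1.27), PBS mouse 90 (reactive oxygen species score 0.237), HsTX1[R14A] mouse 81 (Trim12c 1.22 in log2 CPM), HsTX1[R14A] mouse 74 (cerebellum score 4.63, among the males and among all 9), HsTX1[R14A] mouse 71 (striatum score -1.50) and HsTX1[R14A] mouse 98 (nuclear long noncoding RNA score 0.614). For the scores of brain parts, unequal dissection is a candidate explanation that the lists left undecided (lowest adjusted p = 0.115 without any of the alternatives). No biological explanation was tested for single mice.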

How the results depend on the processing

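The length slope as a covariate was chosen after the data had been seen. No paired analysis was possible because each mouse number occurs in 1 group only. Where a cause is not named below, the cause was not tested.

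The count of 5144 genes at an FDR of 0.05 stayed between 5139 and 6145 with limma/voom, DESeq2, RLE scaling, no filter, at least 10 counts in every mouse and sample quality weights. It was 2984 with no sex term, 1999 with the library name form as covariate, 2268 with 1 surrogate variable and 2501 with the length and GC trend removed, of which 2981, 1977, 2207 and 1942 genes were among the 5144. It was 0 within the 15 mice of the more common name form (5797 genes at an unadjusted p under 0.05, lowest FDR 0.0563), 0 within the 6 mice of the other (532) and 0 with the length slope as covariate (1865). The smaller groups of mice test fewer samples. Across the 21 fits that each left out 1 mouse the count ran from 2289 (without PBS mouse 90) to 6614 (without HsTX1[R14A] mouse 93).

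Genes up at least 2-fold, 54, were 89 with limma/voom, 35 with at least 10 counts in every mouse, 26 with no sex term, 32 with the name form as covariate, 15 with sample quality weights, 1 with 1 surrogate variable, 21 with the trend removed and 0 within each name form and with the length slope as covariate. They ran from 24 (without PBS mouse 90) to 113 (without HsTX1[R14A] mouse 93). Genes down at least 2-fold, 56, were 31 with limma/voom, 16 with at least 10 counts in every mouse, 27 with the name form as covariate, 16 with 1 surrogate variable, 24 with the trend removed and 0 within each name form and with the length slope as covariate, and ran from 23 (without PBS mouse 90) to 84 (without HsTX1[R14A] mouse 93). The minimum of 10 counts tests fewer genes.

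The interaction of treatment and sex stayed at 0 genes in every alternative run, with 186 to 441 genes at an unadjusted p under 0.05. In females 0 genes (3312 at an unadjusted p under 0.05) became 144 with DESeq2. In males 0 genes (4440) became 692 with DESeq2, and the count ran from 0 to 1879 with 1 male left out, 1 without PBS mouse 102 and 1879 without HsTX1[R14A] mouse 93.

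With the length slope as covariate, the NES was 0.937 for Hedgehog, -0.748 for Notch, -1.139 for Wnt/beta-catenin, 0.828 for reactive oxygen species, 1.55 for respiratory chain subunits, 2.275 for mitochondrial ribosomal proteins and 0.888 for neuron markers, while the interferon alpha response and potassium channel lists kept direction and threshold. The respiratory chain and mitochondrial ribosomal lists passed the threshold in the reverse direction (adjusted p = 0.0252 and 3.91e-06, fgsea). The other lists with an NES given here did not pass it. With camera's estimated correlation the adjusted p was 0.305 for Hedgehog, reactive oxygen species, interferon alpha and potassium channels, 0.318 for Wnt/beta-catenin, respiratory chain and neuron markers, 0.338 for mitochondrial ribosomal proteins and 0.349 for Notch. The share of labelings with an NES as large was 0.06 for Hedgehog, 0.2 for Notch, 0.17 for Wnt/beta-catenin, 0.16 for reactive oxygen species, interferon alpha and neuron markers, 0.22 for the respiratory chain, 0.28 for mitochondrial ribosomal proteins and 0.03 for potassium channels, the single list of these under 0.05.

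Notch also lost its threshold with sample quality weights (NES 1.448), 1 surrogate variable (1.202), the trend removed (0.753), the 6 mice of the less common form (1.089) and camera's preset correlation (adjusted p = 0.0563), and its NES ran from 1.501 to 1.779 with 1 mouse left out. Wnt/beta-catenin lost it with the trend removed (1.337), and neuron markers within the 15 mice (1.504) and the 6 mice (1.261). Called Gene Ontology terms numbered 0 with the estimated correlation and 4 by labelings, Reactome pathways 0 and 0, and marker lists 0 and 1. Marker lists called ran from 5 (without HsTX1[R14A] mouse 74) to 9 (without HsTX1[R14A] mouse 71).

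Within the 6 mice of the less common form, the NES changed sign for endothelial markers (-0.492), choroid plexus (2.184), cerebellum (-0.794), nuclear long noncoding RNAs (1.742), neuropeptide receptor activity (-1.54) and neuropeptide binding (-1.023). Striatum markers changed sign with the name form as covariate (-1.039), the trend removed (-0.859), the 15 mice (-1.138) and fry (adjusted p = 0.982) and ran from -1.049 (without HsTX1[R14A] mouse 72) to 1.731 (without HsTX1[R14A] mouse 71). Hypothalamus markers did with 1 surrogate variable (0.919), the trend removed (0.94), the 15 mice (1.182), camera at preset (adjusted p = 0.821) and estimated (0.921) correlation, and fry (0.83). Reactome interferon alpha beta signaling did with the trend removed (-0.74). Ptgs2 reversed with limma/voom (-0.005), the name form as covariate (-0.046), sample quality weights (-0.078) and the 15 mice (-0.168) and ran from -0.084 to 0.101 with 1 mouse left out. Uqcrb was 0.027 in log2 fold change with the trend removed.

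The correlation of fold change with transcript length, 0.512, was 0.42 within the 6 mice, and that with GC content, 0.297, was 0.359 in protein-coding genes of log2 CPM at least 3 and 0.115 within the 6 mice. Over the 48 single-gene results, 1457 of 1584 comparisons kept direction and threshold, 118 lost the threshold (47 within the 15 mice, 47 within the 6, 8 with the trend removed, 7 with 1 surrogate variable, 3 with the name form), 0 gained it and 9 reversed. Over the 41 set results not given singly, 1338 of 1473 were unchanged, 76 lost the threshold, 40 gained it and 19 reversed. Both tallies leave out the length slope as covariate, with which 0 genes had an FDR of at most 0.05.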

Differences from the paper's values

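The paper reports 30 genes lower by at least 2-fold at an FDR of 0.05, and 56 were found here. Of the alternatives set before the data were examined, limma/voom gave 31, no sex term 42, the library name form as covariate 27, sample quality weights 38 and the length and GC trend removed 24, as did the counts without PBS mouse 103, 73 or 90 or HsTX1[R14A] mouse 98 (36, 35, 23 and 43), all within 1.5 times the paper's count. DESeq2 (58), RLE scaling (54), no filter (56), at least 10 counts in every mouse (16), 1 surrogate variable (16), each name form alone (0 in both, with 5797 and 532 genes at an unadjusted p under 0.05) and the other 17 fits without 1 mouse did not close the gap. The authors' deposited table gives 30.

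For Notch signaling the paper gives an NES of 1.75 with 31 genes, against 1.65 with the 32 genes listed here. An NES gap was counted as closed within the SD of the NES over the 21 fits without 1 mouse, 0.069 for Notch. That SD is not a standard error, so the NES gaps given here may lie within sampling error. By this rule no filter (1.68), the library name form as covariate (1.70) and leaving out PBS mouse 83 (1.74) or HsTX1[R14A] mouse 98 (1.78) closed the gap to 1.75. RLE scaling, at least 10 counts in every mouse, no sex term, sample quality weights, 1 surrogate variable, the trend removed, each name form alone, ranking by edgeR and the other 19 fits without 1 mouse did not. For the reactive oxygen species pathway the paper's NES is -1.79 with 45 genes, against -1.87 with 48. RLE scaling (-1.85), no sex term (-1.78), the name form as covariate (-1.76), the trend removed (-1.76), the 15 mice of one name form (-1.78) and 11 of the 21 fits without 1 mouse closed this gap. No filter, at least 10 counts in every mouse, sample quality weights, 1 surrogate variable, the 6 mice of the other form, ranking by edgeR and the other 10 fits did not.

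Of the Reactome pathways, the paper's NES for the neuronal system is 3.03, against 2.80, and none of the alternatives closed the gap. For transmission across chemical synapses it is 2.64, against 2.48, and the fit without HsTX1[R14A] mouse 71 (2.65) alone among the alternatives closed the gap. For voltage gated potassium channels it is 2.68, against 2.52, and no sex term (2.62), ranking by edgeR (2.58) and leaving out PBS mouse 101 (2.63) or HsTX1[R14A] mouse 72, 74 or 89 (2.58, 2.61 and 2.58) closed it, whereas the other alternatives did not. For respiratory electron transport it is -3.13, against -3.45, and sample quality weights (-3.11) alone closed it. The paper's sets hold 291, 181, 39 and 95 genes, and 239, 172, 39 and 75 were found here.

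The paper lists the interferon gamma response among the gene sets lower with HsTX1[R14A]. The Reactome pathway used here was lower without passing the threshold (NES -1.40, adjusted p = 0.0815). It passed with no sex term (NES -1.50, adjusted p = 0.0198), 1 surrogate variable (-1.81, 0.00139), within the 6 mice of the less common name form (-1.99, 0.000115), with fry (adjusted p = 0.0381), and without PBS mouse 103, 101 or 90 or HsTX1[R14A] mouse 98 or 72 (NES -1.45, -1.47, -1.49, -1.52 and -1.57).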

Other observations

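The tests on the length gradient for single lists were chosen only after the results were seen, and removal of the trend and permuted labelings, alternatives set before the data were examined, were read as tests of an explanation for the Notch and Wnt lists and for the set calls only after that.

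In a model with a treatment by sex interaction, 0 genes had an FDR of at most 0.05 (270 at an unadjusted p under 0.05), and with females and males tested alone 0 and 0 (3312 and 4440 at an unadjusted p under 0.05). All 100 splits within sex gave as many genes with an interaction, all 100 splits of the males as many in males, and all 84 splits of the females as many in females, since the counts were 0. The difference in behavior between sexes in the paper was not tested in these data.

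The neuron markers were higher with HsTX1[R14A] while the respiratory chain and ATP synthase subunits were lower. A larger share of neurons would lower the markers of every other cell type. Endothelial markers had an NES of 1.58 that did not pass the threshold (adjusted p = 0.0783, fgsea, 7 of 10 genes higher). They passed it without PBS mouse 103, 84, 102, 101, 83 or 90 (adjusted p from 0.0117 to 0.0456). They also passed it without HsTX1[R14A] mouse 72, 88 or 93 (0.0207 to 0.0275), but in none of the other fits without 1 mouse. Their score differed by 0.268 (permutation p = 0.0217, adjusted p = 0.0301), but by -0.022 with the length slope in the model (permutation p = 0.754), whereas the NES was 2.03 (adjusted p = 0.000478) with the length and GC trend removed and -0.492 within the 6 mice of the less common name form. A change in the share of neurons therefore stays open. Astrocyte markers (NES -1.32, adjusted p = 0.149, 7 of 10 lower) and microglia activation markers (NES -1.47, adjusted p = 0.0867, 8 of 11 lower) did not pass the threshold, although astrocyte markers did with the trend removed (NES -1.70, adjusted p = 0.0187) and microglia activation markers with at least 10 counts in every mouse (NES -1.65, adjusted p = 0.0292), no sex term (0.0391), ranking by edgeR (0.0345) and fry (0.0140). With each library's trend on length and GC content removed, the respiratory chain and ATP synthase subunits kept an NES of -2.372, which argues against that trend as the whole cause for them. By contrast, once the length slope was in the model, the difference in the score of the same list was 0.024 (permutation p = 0.469), so the gradient stays a candidate explanation for it. The lists for parts of the brain did not pass the threshold: choroid plexus (NES -1.41, adjusted p = 0.115), cerebellum (1.46, 0.120), striatum (1.11, 0.328) and hypothalamus (-0.990, 0.477). Within the 15 mice of the more common name form choroid plexus (-1.83, 0.0143) and cerebellum (1.80, 0.0155) passed it, and within the 6 mice of the other form choroid plexus the other way (2.18, 0.000117) and hypothalamus (-1.95, 0.00134). Over all mice, cerebellum passed with the name form as covariate (1.82, 0.00772) and ranking by edgeR (1.90, 0.00418). Choroid plexus passed with 1 surrogate variable (-1.60, 0.0357). Some fits without 1 mouse also passed, as for striatum without HsTX1[R14A] mouse 71 (1.73, 0.0123). The erythrocyte genes had an NES of 1.24 (adjusted p = 0.229) and the nuclear long noncoding RNAs one of -0.778 (adjusted p = 0.739). Lists that miss the threshold exclude little, so unequal dissection (0.115) and blood left in the tissue (0.229) may still have a part.

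The Notch list had an NES of 0.753 and the Wnt/beta-catenin list one of 1.34 with the trend removed, so for both the length and GC content of their genes is a candidate explanation. Of the 39 lists called by preranked enrichment, 6 had a label share under 0.05, which is consistent with correlation between the genes of a list behind a large part of the calls. With the length slope in the model, the difference in score was -0.001 for Hedgehog (permutation p = 0.978), -0.034 for Notch (0.559), -0.046 for Wnt/beta-catenin (0.336), -0.014 for reactive oxygen species (0.499), 0.010 for neuron markers (0.853) and 0.045 for mitochondrial ribosomal proteins, opposite to their lower level without it (0.0279, adjusted p = 0.232). For the potassium channel score it was 0.055 (permutation p = 0.257), so for these lists too the gradient is a candidate explanation. Other values go against it as the whole cause. In NES, the potassium channel list kept direction and threshold with the length slope as covariate. With each library's trend on length and GC content removed, the NES stayed at 1.92 for Hedgehog and -1.76 for reactive oxygen species. It stayed at 2.02 for the Reactome potassium channels. The difference in the interferon alpha score with the slope in the model was -0.181 (permutation p = 0.0122, adjusted p = 0.164 over 50 lists). Among PBS mice the interferon alpha score did not follow the length slope (Pearson r = -0.011, permutation p = 0.974, adjusted p = 0.974; Spearman rho = 0.042, p = 0.904, adjusted p = 0.904; r = -0.077 without the 2 farthest libraries; 0.091 within the 10 of the more common name form; n = 12, 23 lists), which argues against the gradient as the cause of its fall, and an effect of the peptide stays open as a hypothesis.

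Ptgs2, which the paper measured by PCR in isolated microglia, was at 13.9 ± 3.41 CPM (SD, n = 12) in PBS mice and 14.4 ± 4.65 CPM (SD, n = 9) in HsTX1[R14A] mice, a log2 fold change of 0.04 (standard error 0.17, adjusted p = 0.883, edgeR). Compared with the authors' deposited fold changes over all genes, those from edgeR correlated at 0.969 and those from limma/voom at 0.998 across genes. For Kcna3 the deposited log2 fold change is 0.51 (FDR 0.00867).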
